# Repeated ketamine anesthesia during neurodevelopment upregulates hippocampal activity and enhances drug reward in male mice

**DOI:** 10.1038/s42003-022-03667-4

**Published:** 2022-07-15

**Authors:** Jianchen Cui, Xianshu Ju, Yulim Lee, Boohwi Hong, Hyojin Kang, Kihoon Han, Won-Ho Shin, Jiho Park, Min Joung Lee, Yoon Hee Kim, Youngkwon Ko, Jun Young Heo, Woosuk Chung

**Keywords:** Addiction, Neuronal development, Synaptic transmission, Translational research

## Abstract

Early exposures to anesthetics can cause long-lasting changes in excitatory/inhibitory synaptic transmission (E/I imbalance), an important mechanism for neurodevelopmental disorders. Since E/I imbalance is also involved with addiction, we further investigated possible changes in addiction-related behaviors after multiple ketamine anesthesia in late postnatal mice. Postnatal day (PND) 16 mice received multiple ketamine anesthesia (35 mg kg^−1^, 5 days), and behavioral changes were evaluated at PND28 and PND56. Although mice exposed to early anesthesia displayed normal behavioral sensitization, we found significant increases in conditioned place preference to both low-dose ketamine (20 mg kg^−1^) and nicotine (0.5 mg kg^−1^). By performing transcriptome analysis and whole-cell recordings in the hippocampus, a brain region involved with CPP, we also discovered enhanced neuronal excitability and E/I imbalance in CA1 pyramidal neurons. Interestingly, these changes were not found in female mice. Our results suggest that repeated ketamine anesthesia during neurodevelopment may influence drug reward behavior later in life.

## Abstract (web summary)

Juvenile mice treated with ketamine at anesthetic doses develop sex-specific differences in conditioned place-preference behavior and neuronal excitability, suggesting that repeated ketamine exposure might influence drug reward behavior later in life.

## Introduction

As millions of children receive anesthesia for surgical or diagnostic procedures every year, anesthesia-induced neurotoxicity in the developing brain has received considerable research interest in recent decades^1^. Preclinical studies have shown that anesthetics commonly used in clinical settings may act as neurotoxins during neurodevelopment, inducing widespread neuronal cell death or excitatory/inhibitory (E/I) imbalance^2–5^. The disruption of E/I balance during the critical neurodevelopmental period is of considerable concern since E/I imbalance is an important mechanism for neurodevelopmental disorders^6–8^. In line with such concerns, studies that reported anesthesia-induced E/I imbalance also found long-term behavioral changes in activity, anxiety, sociability, learning, and memory^5,9–12^.

Based on preclinical studies, clinical studies have attempted to identify long-term negative effects of anesthesia in young children. While recent prospective clinical studies suggested that a short anesthetic exposure does not affect general intelligence^13–15^, the same studies also reported increased behavioral problems based on parental reports^16^. Other studies have reported possible associations between early anesthetic exposures and neurodevelopmental disorders (autism, ADHD)^17,18^. However, it is important to note that anesthesia-induced neurotoxicity was first identified in animal models without direct clinical evidence, making it difficult to speculate how this might manifest in children. Recent studies have acknowledged this fact and performed a wide range of tests to evaluate diverse cognitive and behavioral aspects. While these studies discovered changes in specific behaviors (motor and social linguistic performance, emotions) and executive functions^16,19^, many behavioral aspects remain unstudied. One possible, but less evaluated, the disorder is addiction. Previous studies have shown that changes in E/I synaptic transmission are deeply involved with addiction^20,21^. Single cocaine exposure has been shown capable of affecting AMPA/NMDA receptor currents^22^, and morphine exposure and withdrawal have been shown to affect GABA signaling^23^. Thus, it is possible that the synaptic changes due to early anesthesia exposures may also affect addiction behavior.

Ketamine, an intravenous anesthetic agent, is often used for sedation or anesthesia during short procedures in pediatric patients due to its’ lack of respiratory depression and excellent analgesic effects^24^. However, unlike other anesthetic agents, ketamine is also classified as a ‘dissociative anesthetic’. By disconnecting the thalamo-neocortical and limbic systems, ketamine can induce hallucinations and altered sensory states. As a result of these attributes, ketamine has come to be used as a recreational drug at sub-anesthetic doses, leading to drug abuse^25^. Since ketamine exposures during neurodevelopment induce E/I imbalance^26,27^, and ketamine itself has addictive properties, we hypothesized that repeated ketamine anesthesia during neurodevelopment might affect addiction behavior later in life.

To test our hypothesis, late postnatal mice (postnatal day 16 [PND16]) received multiple anesthetic treatments with ketamine (35 mg kg^−1^, i.p.) for 5 consecutive days. Long-term changes in addiction-related behaviors were evaluated by measuring behavioral sensitization and conditioned place preference (CPP) to low-dose ketamine (20 mg kg^−1^, i.p.) and nicotine (0.5 mg kg^−1^ s.c.) in adolescent (PND28) and adult (8 weeks old) mice. Although there was no change in behavioral sensitization, we discovered increases in place preference for both ketamine and nicotine in male mice who had received early ketamine anesthesia. Interestingly, such behavioral changes did not occur in female mice. To further identify possible mechanisms underlying the changes in drug reward but not sensitization, we performed transcriptome analysis and whole-cell recordings in the hippocampus, a brain region deeply involved with CPP^28–30^. Our results suggest that exposures to ketamine during neurodevelopment can cause long-lasting changes in drug reward, and that sex must be regarded as an important biological variable when studying the early effects of anesthesia.

## Results

### Development of acute tolerance after repeated ketamine anesthesia in late postnatal male mice

As previous studies suggest that multiple anesthetic exposures may affect neurodevelopment^15,16,19^, we injected late postnatal mice with an anesthetic dose of ketamine (35 mg kg^−1^, i.p.) for 5 consecutive days (PND16–20). The anesthetic dose of ketamine was based on our previous study, where we found that higher doses occasionally caused prolonged anesthesia or mortality (>40 mg kg^−1^, i.p)^26^. Unlike other anesthetic agents, clinical studies have reported acute tolerance after repeated ketamine anesthesia in children^31,32^. Thus, by measuring the loss-of-righting (LOR) reflex, we first examined whether acute tolerance also developed after repeated ketamine anesthesia in young mice. Although ketamine induced a short duration of anesthesia on day 1 (230 ± 203.4 seconds), the duration of anesthesia significantly declined with following injections (Fig. 1a). In fact, due to the development of acute tolerance, LOR did not develop in most mice after day 3 (Fig. 1a). While our results clearly show rapid development of ketamine tolerance in late postnatal mice, there was no effect on general growth, as ketamine-injected mice showed similar weight gain compared with saline-injected mice (Fig. 1b).

**Fig. 1:**
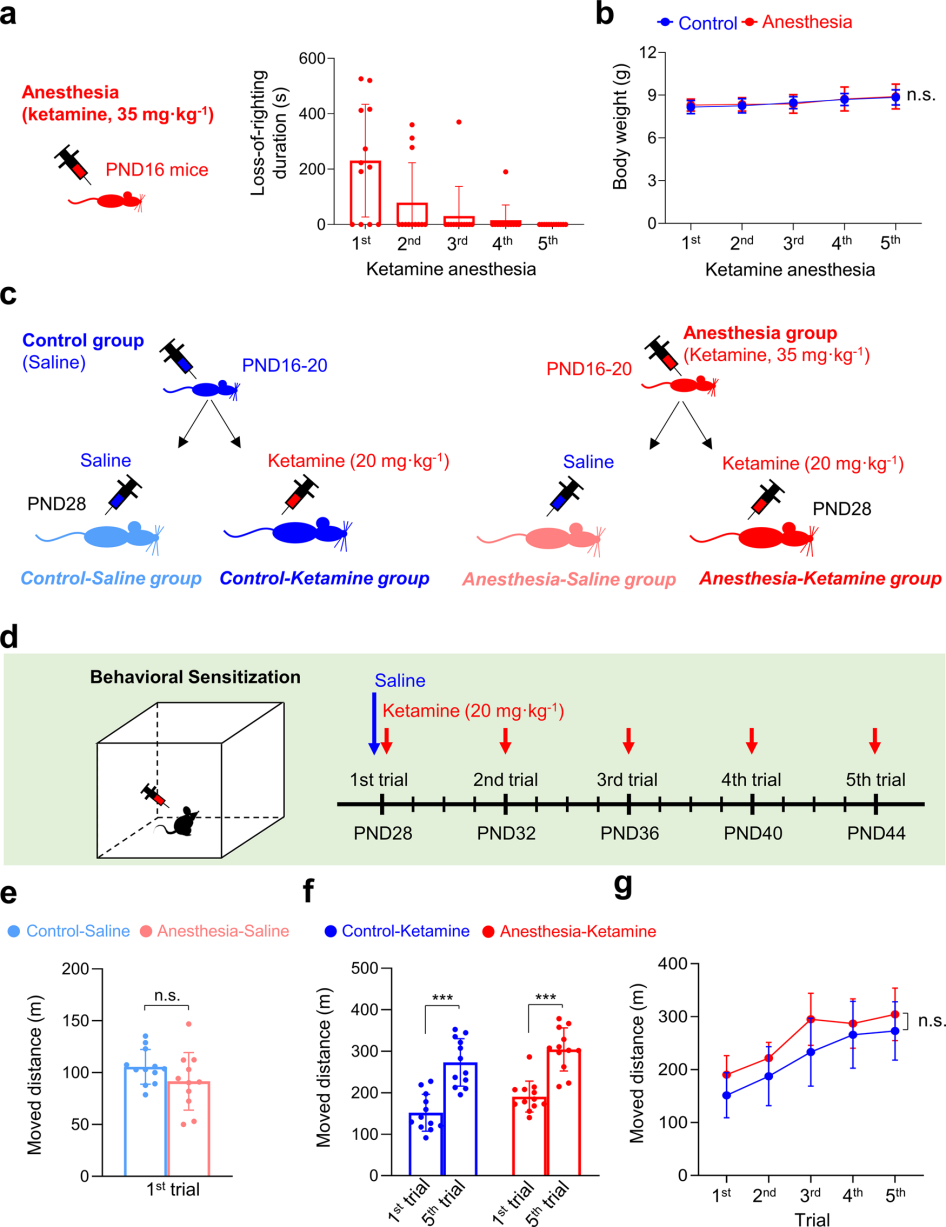
Behavioral sensitization to low-dose ketamine is not affected in male mice that received early ketamine anesthesia. **a** PND16 male mice were injected with an anesthetic dose of ketamine for 5 consecutive days. The duration of ketamine anesthesia, measured as the LOR reflex duration, was significantly reduced by repeated injections (acute tolerance) (*p* = 0.001, repeated measures [RM]-ANOVA; *n* = 12). **b** Normal weight gain in mice that received repetitive ketamine anesthesia (*p* = 0.115, RM-ANOVA; Control, *n* = 15; Anesthesia, *n* = 12). **c**–**g** Early repeated ketamine anesthesia does not affect the development of behavioral sensitization to low-dose ketamine. **c**, **d** Schematic diagram of the experimental design. A behavioral sensitization test was performed 1 week after anesthesia injections. **e** Early ketamine anesthesia did not affect baseline activity at PND28 (*p* = 0.158, Student’s *t* test; Control-Saline, *n* = 12; Anesthesia Saline, *n* = 11). **f** Behavioral sensitization to repeated low-dose ketamine developed in both groups (one-way ANOVA with Tukey multiple comparisons; Control-Ketamine, *n* = 12; anesthesia ketamine, *n* = 12). **g** The development of behavioral sensitization was comparable between the two groups (*p* = 0.583, RM-ANOVA; Control-Ketamine, *n* = 12; Anesthesia ketamine, *n* = 12). Values are presented as means ± SD (n.s., not significant; ***p < 0.001).

### Behavioral sensitization to low-dose ketamine was not affected by early repeated ketamine anesthesia in male mice

To investigate whether the acutely developed tolerance can influence addiction-related behaviors later in life, we first examined behavioral sensitization to low-dose ketamine 1 week after anesthesia treatment (Fig. 1c, d). Previous studies have shown that repeated injections of low-dose ketamine (20 mg kg^−1^, i.p.) induce behavioral sensitization^33,34^, a progressively enhanced behavioral response following repetitive administration of abusive drugs. Behavioral sensitization has been suggested to reflect neuronal adaptations following substance abuse^35^. After confirming that the baseline activity was not affected by multiple ketamine anesthesia (Control-Saline group vs. Anesthesia-Saline group, Fig. 1e), mice were repeatedly injected with ketamine in a 4-day interval (Fig. 1d). Behavioral sensitization occurred in both groups, as total activity significantly increased after five identical ketamine injections (Fig. 1f). We also found that the level of sensitization was comparable between the two groups (Fig. 1f, g). Thus, although repeated ketamine anesthesia-induced rapid tolerance in late postnatal mice, such acute changes did not affect behavioral sensitization to low-dose ketamine.

### Place preference for low-dose ketamine and nicotine is enhanced 1 week after repeated ketamine anesthesia in male mice

Another commonly used behavioral test for assessing the motivational effects of addictive drugs is the conditioned place preference (CPP) test, which evaluates contextual associations in reward-related behavior^36^. Thus, we next investigated whether early anesthesia influenced place preference for low-dose ketamine (20 mg kg^−1^, i.p.) (Fig. 2a). Place preference developed regardless of anesthesia history, as evidenced by significant increases in the duration spent in the white (ketamine-paired) chamber after conditioning (Fig. 2b). However, mice in the Anesthesia group developed more robust place preference compared with mice in the Control group (Fig. 2c, Supplementary Fig. 1).

**Fig. 2:**
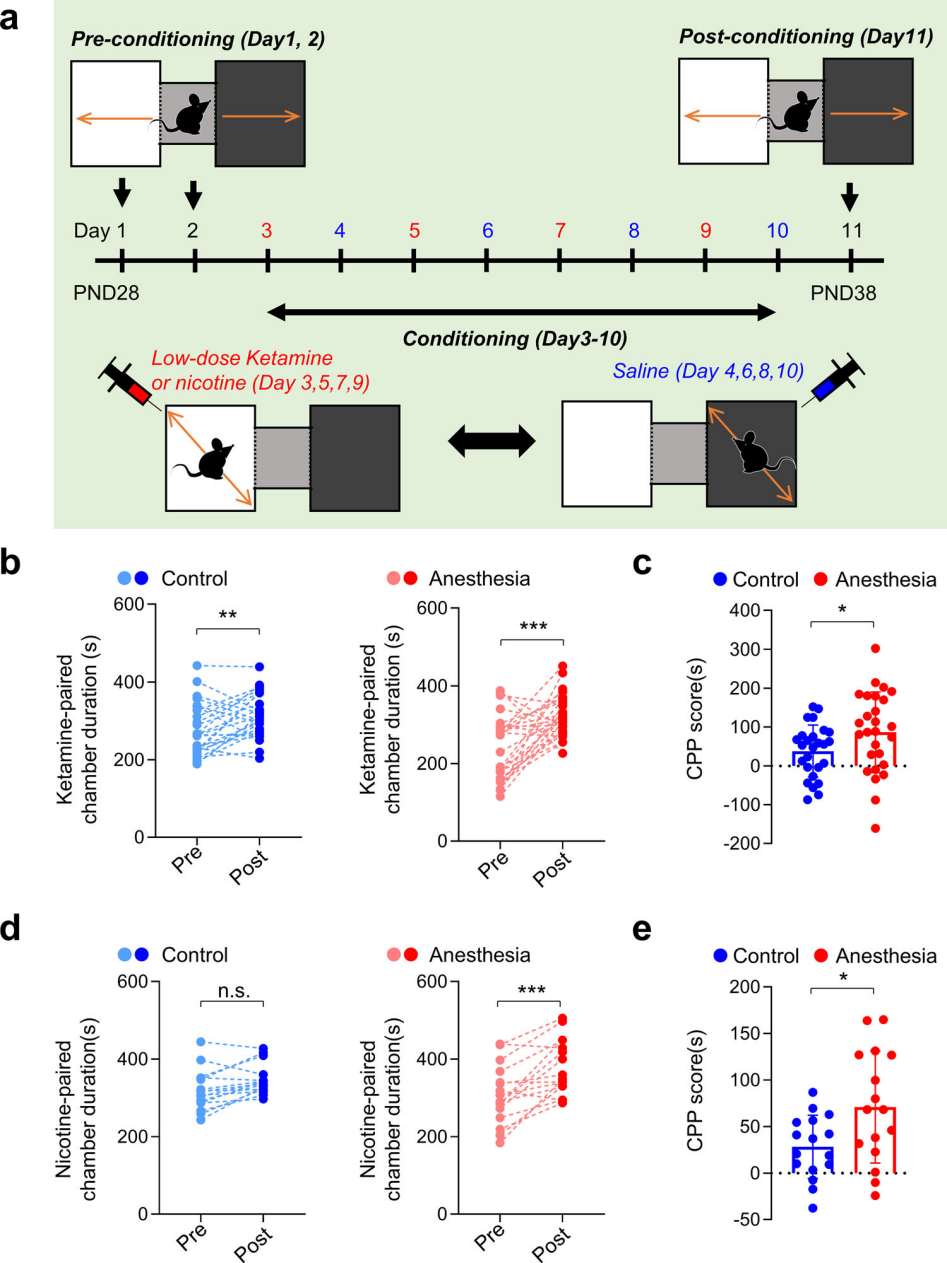
Conditioned place preference for low-dose ketamine and nicotine are increased in male mice that received early ketamine anesthesia. **a**–**c** Early repeated ketamine anesthesia increased low-dose ketamine-induced place preference 1 week after anesthesia injections (ketamine CPP). **a** Experimental scheme of ketamine CPP. **b** Time spent in the ketamine-paired (white) chamber was significantly increased after conditioning in both groups (Control, *p* = 0.007; paired *t* test; *n* = 26 mice; Anesthesia, *p* < 0.001; paired *t* test; *n* = 27 mice). **c** Summary graph comparing ketamine CPP scores between groups (*p* = 0.0496, Welch ANOVA; control, *n* = 26 mice; Anesthesia, *n* = 27 mice). **d**, **e** Early repeated ketamine anesthesia increased nicotine-induced place preference 1 week after anesthesia injections (nicotine-CPP). **d** Time spent in the ketamine-paired (white) chamber was significantly increased after conditioning in the Anesthesia group (*p* < 0.001) but not in the Control group (*p* = 0.056) (paired *t* test; control, *n* = 16 mice; Anesthesia, *n* = 16 mice). **e** Summary graph comparing nicotine-CPP scores between groups (*p* = 0.0192, Welch ANOVA; control, *n* = 16 mice; Anesthesia, *n* = 16 mice.). Values are presented as means ± SD (n.s., not significant; *p < 0.05, **p < 0.05, ***p < 0.001).

To further investigate whether early ketamine anesthesia can also affect the motivational effects of different drugs of abuse, we next repeated the CPP test using nicotine (0.5 mg kg^−1^, s.c.) (Fig. 2d, e). Interestingly, nicotine-induced place preference occurred only in mice in the Anesthesia group (Fig. 2d). There was also a significant difference in CPP scores between the two groups (Fig. 2e). These results suggest that early repeated ketamine anesthesia selectively enhances place preference to abusive drugs without affecting behavioral sensitization.

### Place preference for nicotine continues to be enhanced after a prolonged drug-free period in male mice

We next investigated whether increases in place preference persist after a more prolonged drug-free period by performing the CPP test 5 weeks after anesthesia treatment (8 weeks old) (Fig. 3a). Unexpectedly, the same CPP protocol with low-dose ketamine did not induce place preference in either group at this age (Fig. 3b, c). As this may be attributable to the lower susceptibility to substance abuse at older ages^37^, we repeated the CPP test with a longer conditioning period (14 days). However, place preference still did not develop (Supplementary Fig. 2). Another possibility is that ketamine-induced CPP is not as robust as other addictive drugs, since a previous study has also reported negative results^38^. The simplicity of our CPP apparatus may also be involved. While most CPP tests use various visual and tactile cues to distinguish chambers, we used a more simplified version (black and white chambers). Although such simplicity may suppress the development of place preference, we considered it could increase the sensitivity for discovering differences in place preference induction. Such simplicity may also contribute to the lack of place preference for nicotine in the Control group (Figs. 2d, 3d). Importantly, place preference for nicotine still developed in mice that received early ketamine anesthesia (Anesthesia group) (Fig. 3d). Although the CPP score for nicotine was comparable between control and anesthesia mice (Fig. 3e), our results suggest that the effects of early repeated ketamine anesthesia may persist into adulthood.

**Fig. 3:**
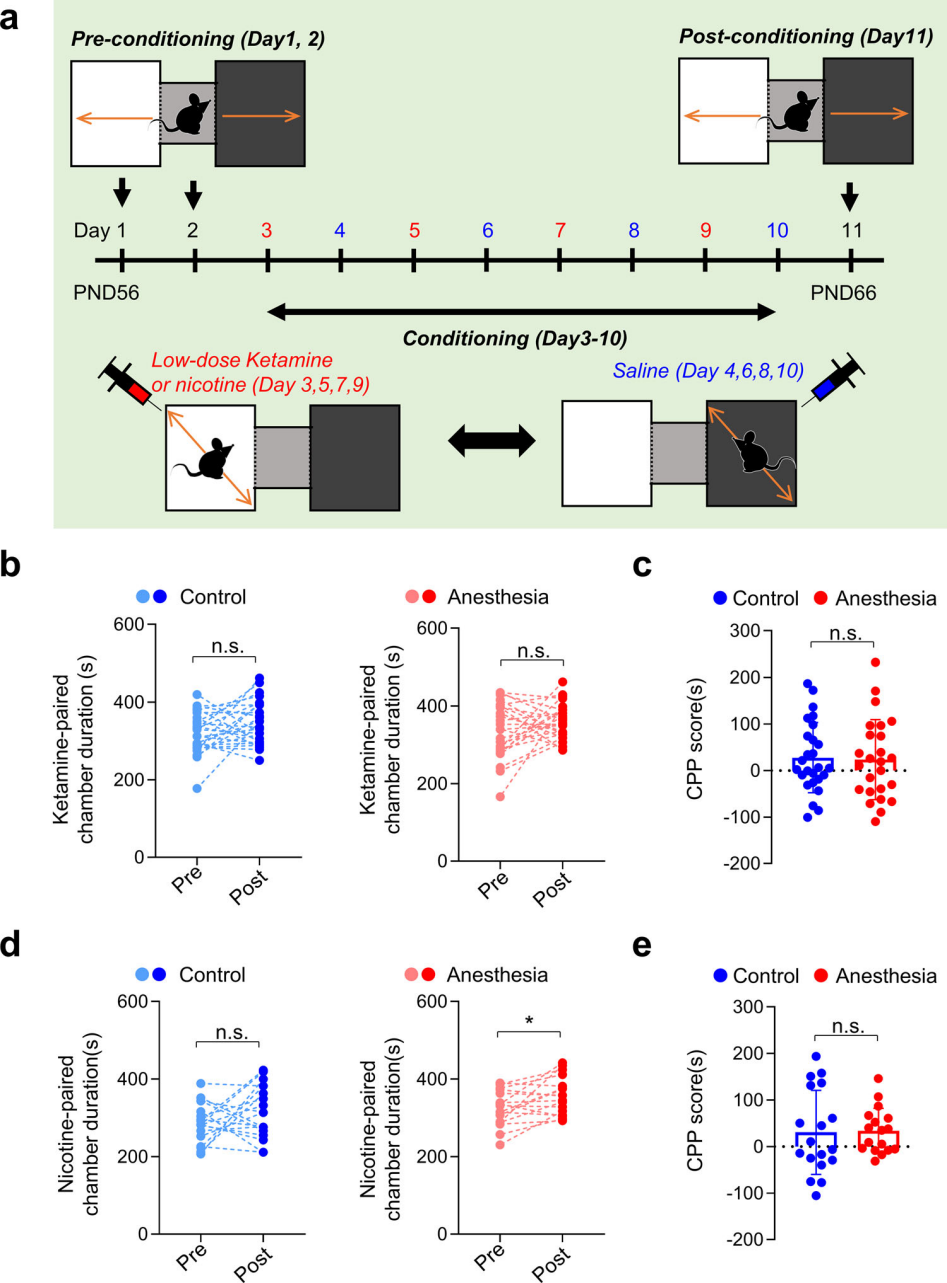
Place preference for nicotine is persistently enhanced in adult male mice after early repeated ketamine anesthesia. **a**–**c** Early repeated ketamine anesthesia does not affect place preference for low-dose ketamine in adult mice (ketamine CPP). **a** Experimental scheme of ketamine CPP performed in adult male mice. **b** Place preference to low-dose ketamine does not occur in both Control (*p* = 0.074) and anesthesia (*p* = 0.183) groups (paired *t* test; control, *n* = 26; anesthesia, *n* = 25). **c** Summary graph comparing ketamine CPP scores between groups (*p* = 0.858, student’s *t* test; control, *n* = 26; anesthesia, *n* = 25). **d**–**e** Nicotine-induced place preference occurred only in mice that received early repeated ketamine anesthesia (nicotine-CPP). **d** Time spent in the nicotine-paired (white) chamber was significantly increased after conditioning in the anesthesia (*p* = 0.011) but not in the control (*p* = 0.172) group (paired *t* test; control, *n* = 18, anesthesia, *n* = 17). **e** Summary graph comparing nicotine-CPP scores between groups (*p* = 0.894, Welch ANOVA; control, *n* = 18, Anesthesia, *n* = 17). Values are presented as means ± SD (n.s., not significant; *p < 0.05).

### Repeated ketamine anesthesia increases the expression of genes encoding axon-localized proteins that regulate neuronal excitability in the hippocampus of male mice

Given that the mesolimbic dopaminergic system is deeply involved in addiction, we investigated whether early ketamine anesthesia increased the level of dopamine and its metabolite, 3,4-dihydroxyphenylacticacid (DOPAC), in the mesolimbic circuit using high-performance liquid chromatography (HPLC). These analyses showed that early repeated ketamine did not increase the levels of dopamine or DOPAC, measured directly after the CPP test (Supplementary Fig. 3). In fact, the level of dopamine was decreased in the ventral tegmental area (VTA). However, it is important to note that early ketamine anesthesia affected CPP, but not behavioral sensitization. The CPP test measures reward-related learning and memory of drug-context associations^36,39^, a process with deeply involves the hippocampus^28–30^. Thus, we performed a transcriptome analysis (RNA-sequencing) of the hippocampus to identify possible mechanisms underlying the increase in place preference. 

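Hippocampal RNA was sequenced from 8 male mice, 4 in the Anesthesia group and 4 in the Control group. Mice in the Anesthesia group had received daily intraperitoneal injections of ketamine at 35 mg per kg from PND16 to PND20, 5 injections in all, and RNA was taken 1 week later. The paper and the deposited protocol describe the Control group as saline-injected, although the sample titles call these mice untreated, and the labels give an age of PND28 for both groups. The paper's methods name a stranded total RNA library kit, while the labels name another TruSeq kit. The authors estimated transcript abundance with Salmon on GRCm38 with GC bias correction, summarised it per gene with tximport, and deposited counts normalized with DESeq2, with the Ensembl identifier of each gene and a value per mouse. The values are therefore a normalized signal and not read counts. Their totals were between 18702634 and 19231119 per mouse, with a median of 18875436 in the Anesthesia group and 18800343 in the Control group, and after normalization these totals no longer reflect sequencing depth. Low values gathered near multiples of a step that stands for 1 read, which places the reads on the listed genes at approximately 17800000 to 20800000 per Anesthesia mouse and 15400000 to 22200000 per Control mouse. Only 49.5% to 69.9% of the low values in a library lay within 0.1 of a whole number of reads, so the read counts were not recovered and no count model was fitted. Normalized counts were instead compared between the groups with limma on log2(value + 1), with a mean-variance trend, over the 18865 genes with a mean of at least 10, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on this log2 scale, which understates the change of genes with low values. Symbols and positions were taken from the GENCODE M21 annotation of GRCm38, which held 20784 of the identifiers and lacked 18.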

A total of 38 differentially expressed genes (DEGs; 34 upregulated and 4 downregulated) were identified in mice that received repeated ketamine anesthesia compared with mice in the control group (Fig. 4a, Supplementary Tables 1–3, Supplementary Data 1). However, the majority of changes were less than twofold, suggesting that early ketamine anesthesia does not induce major changes in expression at the single-gene level. 

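In the limma comparison of the 4 Anesthesia and 4 Control mice, 0 of 18865 genes had an adjusted p under 0.05, and 0 had an adjusted p under 0.10. At an unadjusted p under 0.05 there were 1513 genes, of which 897 were higher and 616 were lower in the Anesthesia group. The nominal rate gives about 943. All 35 splits of the libraries into 4 and 4 were also fitted, the treatment split included. At least 1513 genes were found in 3 of them, and a share on one side as large in 6. The 1513 genes are therefore no clear excess over chance. The alternative that moved the count most was chosen after the count of 0 had been seen: with a normal reference distribution in place of the t distribution, 176 genes had an adjusted p under 0.05, 143 of them higher in the Anesthesia group. On simulated values of 18865 genes, 40.1% of the calls with that setting were false and 4.7% of those with the t distribution. Of simulated log2 changes of 0.35, the t distribution called 12% and the normal distribution 35.8%. A count of 0 therefore does not rule out changes of that size. Supplementary Data 1 names 28 of the paper's 38 DEGs, and all 28 were among the genes tested. Their directions in the deposited values were 24 higher and 4 lower, all 28 ranked among the 100 smallest p-values, and in 27 of them the values of the groups did not overlap. By chance 2.86% of genes would have groups that do not overlap, and 950 of all genes tested (5.04%) did. At least 950 such genes were found in 2 of the 35 splits, the treatment split included. Across all genes tested the adjusted p-values of the 28 DEGs were between 0.381 and 0.565. When adjusted over the list alone, all 28 had an adjusted p under 0.05, which is not independent evidence because the list was chosen on these same mice.

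Map1a and Wdr90 were among the genes with the smallest p of those higher in the Anesthesia group, and neither was past the threshold. Map1a (ENSMUSG00000027254, chromosome 2, 121289600 to 121310832 on GRCm38), a microtubule-associated protein gene, had 15520 ± 2378 normalized counts (SD, n = 4) in the Anesthesia group and 9815 ± 810.7 (SD, n = 4) in the Control group. Its log2 fold change was 0.65 (standard error 0.10, adjusted p = 0.381 from limma), and it stayed between 0.55 and 0.72 with each mouse left out in turn. Control replicate 1, with 8611 normalized counts, lay apart from the other Control mice. Wdr90 (ENSMUSG00000073434, chromosome 17, 25844771 to 25861501), which Supplementary Data 1 does not name, had 489.7 ± 59.9 against 302 ± 30.8 (SD, n = 4 each), a log2 fold change of 0.69 (standard error 0.11, adjusted p = 0.439 from limma). Among genes lower in the Anesthesia group the smallest p-values belonged to Gm14435, Baiap3 and Gm43694, also not past the threshold. Gm14435 (chromosome 2, 176423594 to 176435761) had 70.7 ± 6.54 against 131.2 ± 13.3 normalized counts (SD, n = 4 each) and fell by 0.88 on the log2 scale (standard error 0.13, adjusted p = 0.381 from limma). It is reported as uncertain because reads may be split between it and similar zinc finger genes, a possibility that was not tested. Baiap3 (chromosome 17, 25242659 to 25256364) had 100.1 ± 24.6 normalized counts in the Anesthesia group and 199.3 ± 45.4 in the Control group (SD, n = 4 each), a log2 fold change of -0.999 (standard error 0.21, adjusted p = 0.565 from limma), and Control replicate 3, with 266.8, lay apart from the other Control mice. Gm43694 (chromosome 5, 32629842 to 32630960) had 8.18 ± 6.42 against 34.7 ± 11.6 normalized counts (SD, n = 4 each), a log2 fold change of -2.12 (standard error 0.46, adjusted p = 0.565 from limma).

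**Figure D1:**
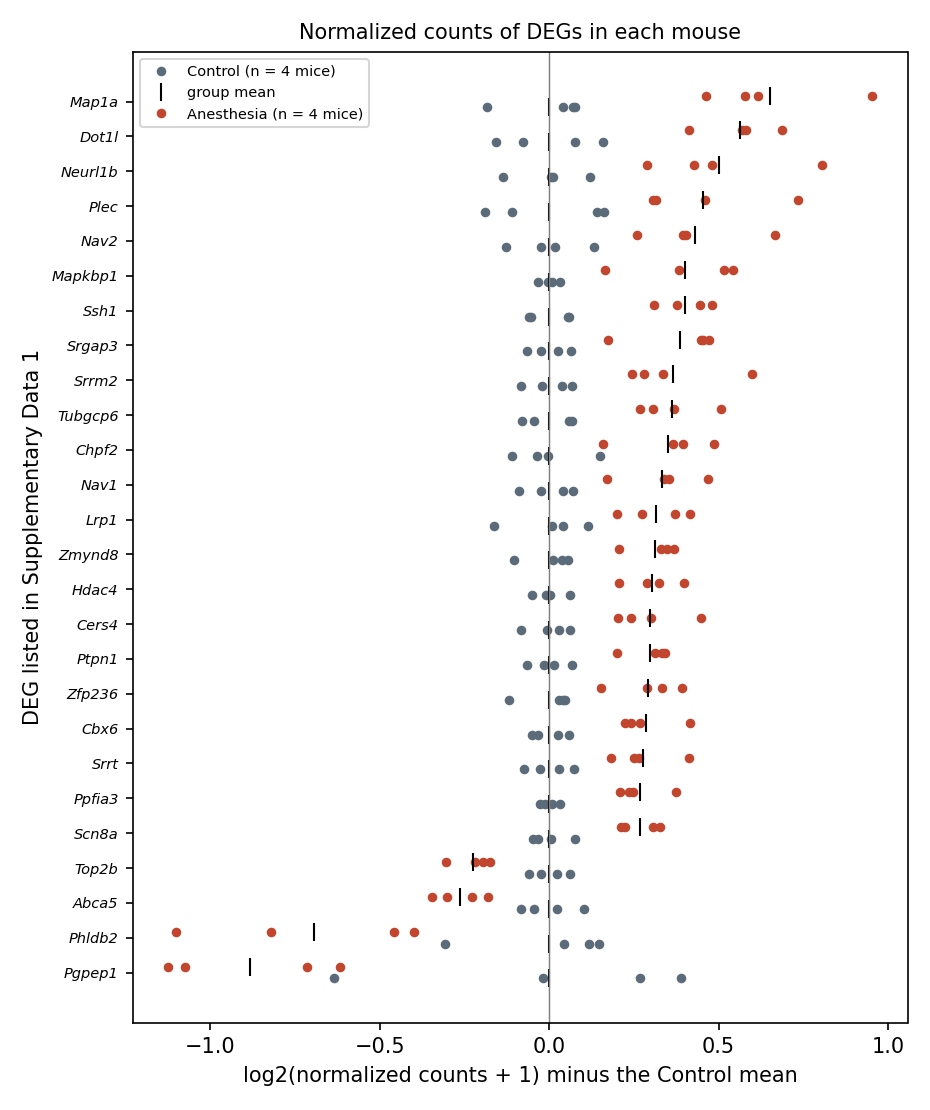
Normalized counts of DEGs named in Supplementary Data 1, as log2(value + 1) minus the mean of the Control group, with 1 point per mouse (n = 4 per group) and a black bar for each group mean. The upper genes lie to the right of the Control mean in every Anesthesia mouse and the 4 lowest genes to the left, with an overlap between the groups only for Pgpep1.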

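None of the 28 DEGs of Supplementary Data 1 had an absolute log2 fold change of 1 or more in the deposited values. The 24 that were higher in the Anesthesia group had a median log2 fold change of 0.34. The 4 lower genes were Top2b (log2 fold change -0.22), Abca5 (-0.26), Phldb2 (-0.69) and Pgpep1 (-0.88, or 0.54-fold). Across all genes tested, 193 had an absolute log2 fold change of at least 1, but 166 of these had a mean under 100 normalized counts, and 78 had an unadjusted p under 0.05. None of the 193 had an adjusted p under 0.05 in the limma comparison.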

To evaluate whether these DEGs are involved in similar biological pathways, we next performed functional enrichment analysis using Enrichr (GO/KEGG pathway analysis). Despite the relatively low number of DEGs, we discovered significant associations with the cellular component categories, “axon initial segment”, “main axon”, and “node of Ranvier” (Fig. 4b, Supplementary Tables 4–6). 

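The gene sets behind these cellular component terms were not used here. Map1a and Scn8a, both in Supplementary Data 1, also belong to a list of 24 axon initial segment and node of Ranvier genes. Scn8a (ENSMUSG00000023033, chromosome 15, 100869858 to 101045938 on GRCm38), which encodes a voltage-gated sodium channel, had 9318 ± 376 normalized counts in the Anesthesia group and 7746 ± 305.1 in the Control group (SD, n = 4 each). Its log2 fold change was 0.27 (standard error 0.05, adjusted p = 0.565 from limma), and 0.14 after correction of each library for GC content and transcript length. Among the members of the list outside Supplementary Data 1, Sptbn4 (chromosome 7, 27356383 to 27447686) had a log2 fold change of 0.25 (standard error 0.07) and Ank3 (chromosome 10, 69398773 to 70027438) of 0.18 (standard error 0.05), and in both the values of the groups did not overlap. Their adjusted p-values from limma were 0.568 and 0.595. The sodium channel gene Scn2a differed by less than the spread between mice, with a log2 fold change of 0.010 (standard error 0.06).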

There were no changes in molecular function or biological process categories (Fig. 4b, Supplementary Table 5). 

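The paper's own table of biological process terms lists 322 terms, none with an adjusted p under 0.05, and the paper's smallest adjusted p is 0.41. That term, negative regulation of cell migration, holds 4 DEGs, which moved in both directions in the deposited values. Lrp1 (log2 fold change 0.32, standard error 0.07), Zmynd8 (0.31, standard error 0.06) and Srgap3 (0.39, standard error 0.07) were higher in the Anesthesia group, with Anesthesia replicate 1 apart from the others for Srgap3, while Phldb2 was lower, with 197.4 ± 43.5 against 316.5 ± 43.2 normalized counts (SD, n = 4 each). After correction of each library for GC content and transcript length, the log2 fold change of Lrp1 was 0.090, and its unadjusted p was no longer under 0.05. The next term in the paper's table, nervous system development, holds 6 DEGs with a paper's adjusted p of 0.509, and all 6 were higher in the Anesthesia group. Of these, Hdac4 had a log2 fold change of 0.30 (standard error 0.06), Nav1 of 0.33 (standard error 0.07) and Nav2 of 0.43 (standard error 0.09).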

To further identify changes in biological functions that are driven by large numbers of genes with moderate, but coordinated, changes in expression, we also performed a gene set enrichment analysis (GSEA) using the entire list of genes. Similar to the results of the Enrichr functional enrichment analysis, we found upregulation of genes involved in the regulation of neuronal activity whose encoded products are localized to neuronal axons (Supplementary Tables 7–10). 

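The paper's gene sets were not used here, and GSEA was not rerun. In their place, 17 gene lists were tested with camera in limma with its preset correlation, with Benjamini-Hochberg adjustment over the 17 lists. The 24 axon initial segment and node of Ranvier genes had a median log2 fold change of 0.12, and 21 of the 24 were higher in the Anesthesia group (camera adjusted p = 0.000318). The call held under fry (adjusted p = 0.0248) but not with the correlation estimated from the data (adjusted p = 0.0851). Without the 3 genes of Supplementary Data 1, the other 21 had a median of 0.10 (camera adjusted p = 0.0101), a call that did not hold under fry (adjusted p = 0.192) or with the estimated correlation (adjusted p = 0.346), nor under camera with the choroid plexus list as a covariate, a setting chosen after seeing the data (adjusted p = 0.11). Without Anesthesia replicate 3, the median of the 21 genes was 0.068 (camera adjusted p = 0.0527). After each library was corrected for GC content and transcript length, the median of the 24 genes was 0.070 (camera adjusted p = 0.108) and that of the 21 genes 0.039 (camera adjusted p = 0.343). Without that correction, the median of the 24 genes stayed between 0.092 and 0.18 with each mouse left out in turn. Per mouse, the median of the list relative to the Control mean was 0.13 ± 0.073 in the Anesthesia group and 0.008 ± 0.017 in the Control group (SD, n = 4 each), and every Anesthesia mouse lay above every Control mouse (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). From the enrichment terms of the DEGs and from GSEA, the paper states that genes for axon-localized proteins that regulate neuronal activity were upregulated.

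**Figure D2:**
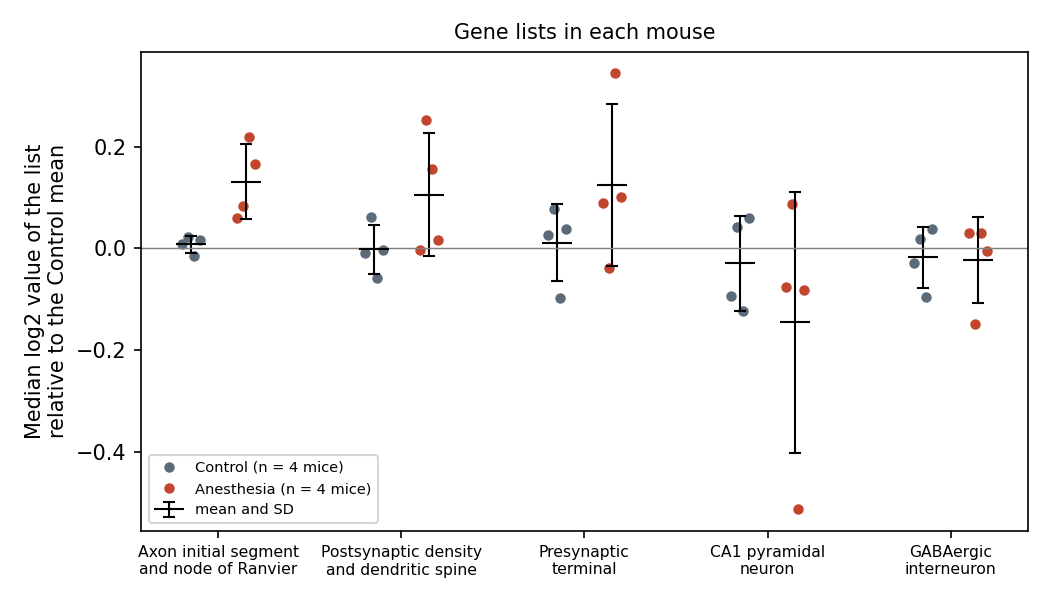
Median log2 value of 5 gene lists in each mouse relative to the mean of the Control group, with 1 point per mouse and the mean and SD of each group (n = 4). The Anesthesia and Control mice are separated only for the axon initial segment and node of Ranvier list.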

GSEA results also suggested that upregulation occurred mostly in pyramidal neurons of the hippocampus (Supplementary Table 11).

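The cell type gene sets behind this result were not used here. The lists below hold genes chosen for each cell type, and cannot show in which cells other genes rose. In a list of 12 CA1 pyramidal neuron genes, 3 were higher in the Anesthesia group, and the median log2 fold change was -0.11 (camera adjusted p = 0.316). The size of this difference varied with the mouse left out, since the median was -0.014 without Anesthesia replicate 3, -0.22 without Anesthesia replicate 2 (camera adjusted p = 0.118) and -0.17 without Control replicate 1. Relative to the Control mean, the list stood at -0.15 ± 0.26 in the Anesthesia group and -0.029 ± 0.093 in the Control group (SD, n = 4 each), a difference within the spread between mice (two-sided exact permutation test, p = 0.629). The 12 dentate granule neuron genes had a median log2 fold change of -0.046 (camera adjusted p = 0.858) and the 14 GABAergic interneuron genes of -0.019 (camera adjusted p = 0.60). For glia and vessels, the medians were -0.071 in astrocyte, -0.056 in oligodendrocyte, 0.019 in microglia and 0.006 in endothelium genes, with camera adjusted p-values between 0.316 and 0.794. Apart from the CA1 pyramidal neuron and astrocyte lists, these directions were not stable across the 8 fits that each left out a mouse. The sign of the median changed in 3 of the 8 for dentate granule neuron genes (up to 0.16, without Anesthesia replicate 3), in 2 for interneuron genes (up to 0.019, without Anesthesia replicate 2), in 3 for oligodendrocyte genes (up to 0.062, without Control replicate 3), in 5 for microglia genes (down to -0.032, without Control replicate 1) and in 4 for endothelium genes (down to -0.069, without Anesthesia replicate 3). The oligodendrocyte list was past the threshold without Anesthesia replicate 4 (-0.22, camera adjusted p = 0.00796) and without Control replicate 1 (-0.21, camera adjusted p = 0.016). Its genes varied together, with an estimated correlation of 0.973 over all mice, which the preset correlation of camera leaves out. Of the 35 splits of the libraries into 4 and 4, 19 gave this list a camera p under 0.05. These calls therefore do not measure the spread between mice.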

**Fig. 4:**
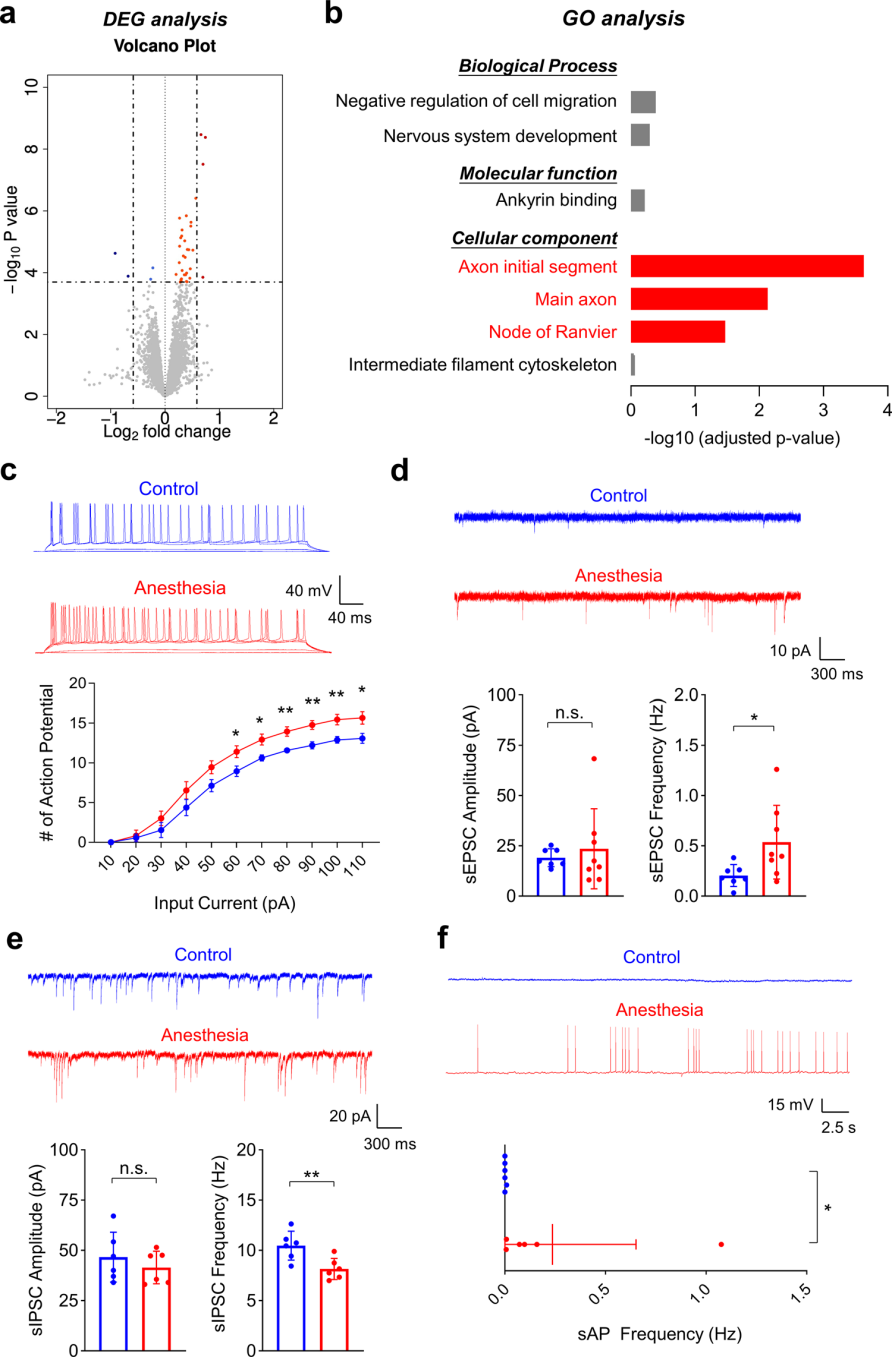
Repeated ketamine anesthesia increases mRNA levels of genes encoding axon-localized proteins, causing changes in hippocampal synaptic transmission and neuronal activity. **a**, **b** RNA-sequencing was performed with hippocampal samples 1 week after repeated ketamine anesthesia or saline injections in male mice. **a** Volcano plot of DEGs, shown as blue (decreased expression) and red (increased expression) circles. **b** Gene ontology (GO) analysis of DEGs. Significant terms are highlighted in red (Axon initial segment, *p* < 0.001; Main axon, *p* = 0.007; Node of Ranvier, *p* = 0.034; *n* = 4 for each group). **c**–**f** Whole-cell recordings were performed 1 week after repeated ketamine anesthesia in hippocampal CA1 pyramidal neurons of male mice. **c** Enhanced intrinsic excitability after early repeated ketamine anesthesia. The number of action potentials was measured after injecting a series of depolarizing currents under current-clamp conditions (current injection = 60 pA, *p* = 0.034; 70 pA, *p* = 0.018; 80 pA, *p* = 0.006; 90 pA, *p* = 0.005; 100 pA, *p* = 0.009; 110 pA, *p* = 0.029; Student’s *t* test; control, *n* = 6 mice [total 20 cells]; anesthesia, *n* = 7 mice [total 20 cells]. **d**, **e** Altered excitatory and inhibitory spontaneous synaptic transmissions in hippocampal CA1 pyramidal neurons. **d** Anesthesia group showed increased frequency (Welch ANOVA, *p* = 0.039), but normal amplitude (Kruskal–Wallis test, *p* = 0.908) of sEPSCs (control, *n* = 7 mice [total 21 cells]; anesthesia, *n* = 8 mice [total 21 cells]). **e** Anesthesia group showed decreased frequency (Student’s *t* test, *p* = 0.010) but normal amplitude (Student’s *t* test, *p* = 0.418) of sIPSCs in hippocampal CA1 pyramidal neurons (control, *n* = 6 mice [total 22 cells]; anesthesia, *n* = 6 mice [total 22 cells]). **f** Spontaneous action potentials (sAP) are significantly increased after early repeated ketamine anesthesia. sAPs were measured under *I* = 0 mode (*p* = 0.010, Kruskal–Wallis test; Control, *n* = 6 mice [total 21 cells]; anesthesia, *n* = 6 mice [total 24 cells]). Values are presented as means ± SD (n.s., not significant; *p < 0.05; **p < 0.01).

### Repeated ketamine anesthesia affects intrinsic excitability, E/I balance, and neuronal activity in CA1 hippocampal neurons of male mice

Based on our transcriptome analysis (RNA-sequencing) results, we next evaluated whether repeated ketamine anesthesia affects the electrophysiological properties of CA1 hippocampal pyramidal neurons. Changes in intrinsic neuronal excitability were first evaluated by injecting a series of depolarizing currents under current-clamp conditions^40^. Although there were no differences in resting membrane potential, input resistance, or action potential firing thresholds between groups (Supplementary Fig. 4), we discovered a significant increase in the number of action potential firings (current-firing curve) in the Anesthesia group (Fig. 4c). We also found significant changes in spontaneous synaptic transmission. Repeated ketamine anesthesia increased the frequency of sEPSCs without affecting their amplitude (Fig. 4d), while decreasing the frequency of sIPSCs (Fig. 4e). However, there were no differences in the amplitude of both sEPSCs and sIPSCs (Fig. 4d, e). Interestingly, such changes in synaptic transmission were activity-dependent, as the addition of tetrodotoxin (TTX), a voltage-gated sodium channel blocker, eliminated the changes (mEPSCs/mIPSCs) (Supplementary Fig. 5a–d). Since our results suggest an increase in neuronal activity, we next evaluated changes in spontaneous neuronal firing under current-clamp (*I* = 0 mode). Although rarely discovered in the control group, spontaneous action potentials were significantly increased in mice that received repeated ketamine anesthesia (Fig. 4f). Our RNA-seq results and electrophysiology data suggest that early repeated ketamine anesthesia induces long-lasting changes in hippocampal activity, which may act as an important mechanism for the increases in place preference behavior.

### Early repeated ketamine anesthesia does not enhance ketamine-induced CPP and hippocampal excitability in female mice

Sex is now recognized as an important biological variable in neuroscience, and sex-dependent changes in cocaine addiction behavior were recently reported after prolonged antidepressant ketamine treatment in young mice^41^. Thus, we further investigated the effects of early repeated ketamine anesthesia in late postnatal female mice. Similar to male mice, acute tolerance developed during repeated ketamine anesthesia (Supplementary Fig. 6a), and there was no difference in behavioral sensitization to low-dose ketamine 1 week after anesthesia (Supplementary Fig. 6b). However, we found differences in the CPP test results between male and female mice. Although place preference for low-dose ketamine occurred in both groups 1 week after injections (Fig. 5a), in contrast to male mice, place preference for low-dose ketamine was decreased in the Anesthesia group (Fig. 5b). Also, female mice did not develop place preference to nicotine, regardless of anesthesia history (Supplementary Fig. 7). While our results suggest that early ketamine anesthesia does not enhance drug reward behavior in female mice, it is important to recognize that CPP measures drug reward by evaluating the association of a specific context and drug stimulus. Thus, to imply that female mice are resistant to the increase in drug reward induced by early ketamine anesthesia, it is necessary to confirm that non-drug-associated memory is also not affected. By performing the Barnes maze and fear chamber test, we further confirmed that non-drug-associated learning and memory were not affected in female mice (Supplementary Fig. 8).

**Fig. 5:**
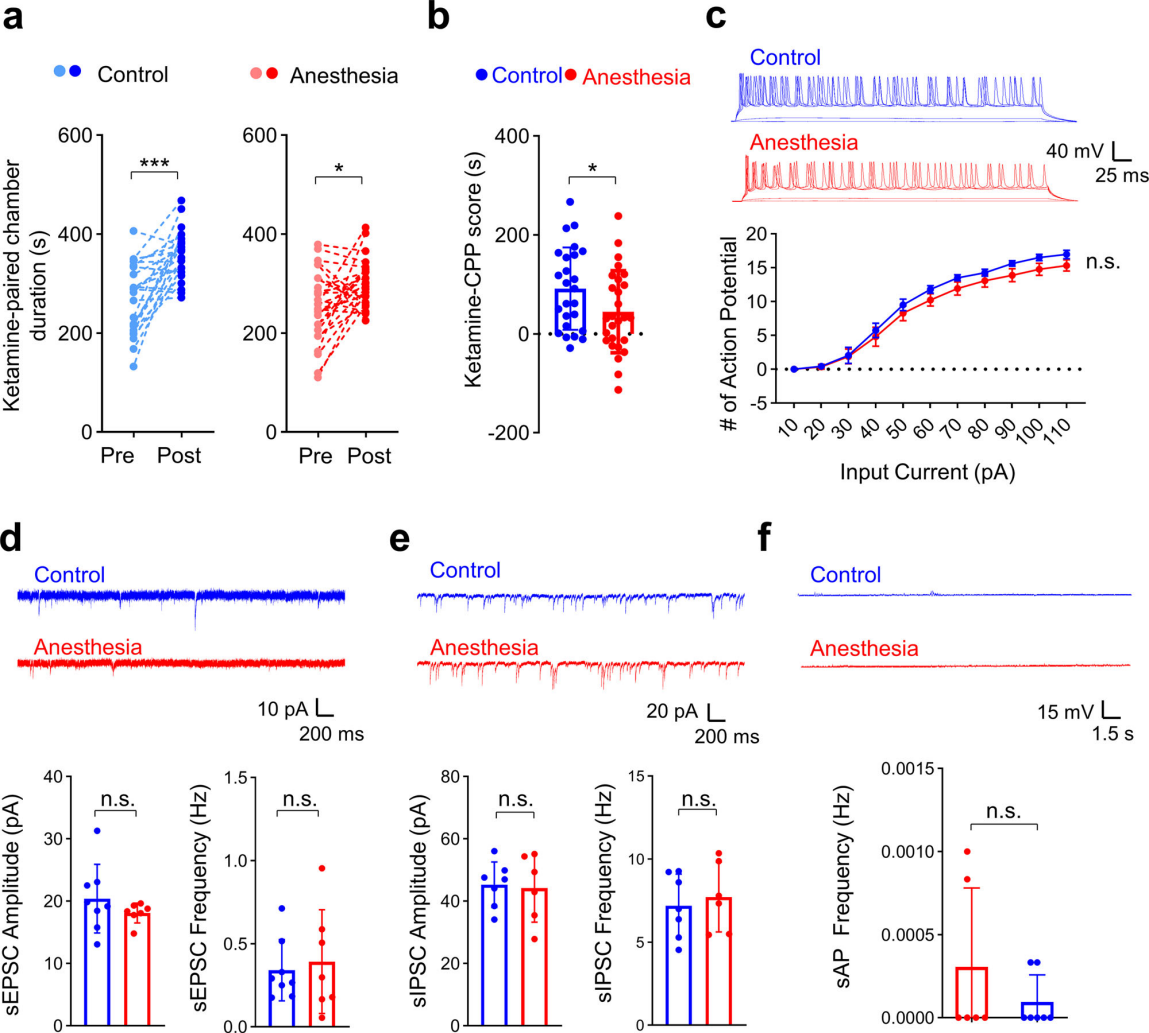
Female mice are resistant against the increases in addiction behavior and neuronal changes induced by early repeated ketamine anesthesia. **a**, **b** Early repeated ketamine anesthesia reduces low-dose ketamine-induced place preference 1 week after anesthesia injections in female mice (ketamine CPP). **a** Time spent in the ketamine-paired (white) chamber was significantly increased after conditioning in both groups (control, *p* < 0.001; paired *t* test; *n* = 25; Anesthesia, *p* = 0.010; paired *t* test; *n* = 27). **b** Summary graph comparing ketamine CPP scores between groups (*p* = 0.047, Student’s *t* test). **c**–**f** Whole-cell recordings were performed in hippocampal CA1 pyramidal neurons from female mice 1 week after repeated ketamine anesthesia. **c** Normal intrinsic excitability after early repeated ketamine anesthesia in female mice. The number of action potentials was measured after injecting a series of depolarizing currents under current-clamp conditions (Kruskal–Wallis test and Student’s *t* test; control, *n* = 6 mice (total 20 cells); anesthesia *n* = 6 mice (total 21 cells)). **d**, **e** Repeated ketamine anesthesia does not affect spontaneous excitatory synaptic transmission (Welch ANOVA, amplitude: *p* = 0.190; Student’s *t* test, frequency: *p* = 0.698; control, *n* = 7 mice (total 21 cells); anesthesia, *n* = 8 mice (total 21 cells)) and spontaneous inhibitory synaptic transmission in female mice (Student’s *t* test, amplitude: *p* = 0.833; Student’s *t* test, frequency: *p* = 0.643; Control, *n* = 6 mice (total 22 cells); anesthesia *n* = 7 mice [total 21 cells]). **f** Early repeated ketamine anesthesia does not affect spontaneous action potentials (sAPs). sAPs were measured under *I* = 0 mode (*p* = 0.600, Kruskal–Wallis test; control, *n* = 6 mice [total 22 cells]; anesthesia, *n* = 7 mice [total 20 cells]). Values are presented as means ± SD (*p < 0.05; ***p < 0.001; n.s., not significant).

In line with the sex differences in drug reward behavior, we also found that repeated ketamine anesthesia during neurodevelopment did not affect the electrophysiologic properties of hippocampal neurons in female mice (Fig. 5c–f). We found no changes in intrinsic excitability (Fig. 5c, Supplementary Fig. 9), synaptic transmission (Fig. 5d, e, Supplementary Fig. 10), and spontaneous neuronal activity (Fig. 5f). Although we did not directly investigate the causality between electrophysiological changes and place preference behavior, such sex-differences support our hypothesis that the changes in the hippocampus are involved in the increase in place preference after early ketamine anesthesia.

## Discussion

Recent clinical studies have suggested that exposures to anesthetics during neurodevelopment may affect specific behaviors rather than affecting global cognitive function. In the present study, we investigated possible changes in addiction-related behaviors after repeated ketamine anesthesia in late postnatal mice. We found that repeated ketamine anesthesia did not affect behavioral sensitization, but increased place preference for low-dose ketamine and nicotine. Interestingly, such changes in drug-associated reward behavior only occurred in male mice. In fact, place preference for low-dose ketamine was reduced in female mice that received early ketamine exposures. Consistent with the increase in place preference in male mice, changes in intrinsic excitability, spontaneous synaptic transmission, and a number of spontaneous action potentials in hippocampal pyramidal neurons also occurred only in male mice.

While few studies have previously investigated the effects of early ketamine exposures on reward behavior^41–43^, the present study differs in several important aspects. The first important difference is the dose and duration of ketamine treatment. Previous studies evaluated the consequences of antidepressant doses of ketamine (10–20 mg kg^−1^) which was injected for a prolonged period (10–15 days), whereas we used a higher anesthetic dose of ketamine (35 mg kg^−1^) for a much shorter period (5 days). Secondly, we evaluated changes in both behavioral sensitization and place preference, unlike previous studies which only measured a single behavior. The third and most important difference is that we identified a plausible mechanism for the male-dependent increase in place preference by discovering male-dependent changes in hippocampal neuronal activity. Recent studies suggested that the dorsal hippocampus plays an essential role in the acquisition of contextual memory associated with abusive drugs such as nicotine and cocaine^28–30^. Our results are in line with such previous studies, as spontaneous neuronal activity was increased in the hippocampus after repeated ketamine anesthesia in male mice.

Although sex is recognized as an important biological factor^44^, we did not initially perform experiments in female mice. This was based on our recent study, where we reported non-sex-dependent changes after repeated ketamine anesthesia (two-way ANOVA)^26^. However, another recent study reported conflicting results by showing that repeated ketamine treatment in young mice enhanced place preference for cocaine only in male mice^41^. Interestingly, we also discovered increased drug reward behavior and enhanced hippocampal activity only in male mice. Our results, however, are in contrast with other preclinical studies reporting enhanced sensitivity to ketamine in female rodents^45–48^. For instance, studies have reported that the dose-response threshold for ketamine’s antidepressant effect was lower in female mice^45–47^. Another study reported that behavioral sensitization developed only in female mice when using ketamine 2.5 mg kg^−1^ ^48^. However, studies using a relatively higher dose of ketamine (10 mg kg^−1^) have reported longer antidepressant effects in male mice^46^, and that prolonged injections induced antidepressant effects only in male mice^49^. Based on these results, it is possible that the sex differences in ketamine sensitivity are dose-dependent. Unfortunately, further studies are necessary as only a few studies have focused on higher doses of ketamine (20 mg kg^−1^)^38^.

Another interesting finding was the increased expression of genes encoding axon-localized proteins involved with neuronal activity after early ketamine exposures. Early studies have reported increased dendritic spinogenesis after exposure to anesthetics, including ketamine, in late postnatal mice^27^. However, our transcriptome analysis of the hippocampus after ketamine anesthesia revealed expression changes only in genes encoding axon-localized proteins. 

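Lists for other neuronal compartments were tested in the same way in the 4 Anesthesia and 4 Control mice. Of 25 postsynaptic density and dendritic spine genes, 21 were higher in the Anesthesia group, with a median log2 fold change of 0.11 (camera adjusted p = 0.00612). Of 18 presynaptic terminal genes, 16 were higher, with a median of 0.13 (camera adjusted p = 0.00211). Neither call held under fry (adjusted p = 0.483 for both) or with the correlation estimated from the data (adjusted p = 0.712 for both). After correction of each library for GC content and transcript length, the median was 0.005 for the postsynaptic list and 0.096 for the presynaptic list. Per mouse the groups overlapped for both lists, with an exact permutation p of 0.143 for the postsynaptic and 0.286 for the presynaptic list (two-sided). Without Anesthesia replicate 2, the median of the postsynaptic list was 0.062 (camera adjusted p = 0.242), and without Anesthesia replicate 3 that of the presynaptic list was 0.055 (camera adjusted p = 0.0704). Single genes with groups that did not overlap included Shank3 (log2 fold change 0.40, standard error 0.13) in the postsynaptic list and Rims1 (0.32, standard error 0.09) and Bsn (0.44, standard error 0.15) in the presynaptic list, with adjusted p-values from limma of 0.62, 0.593 and 0.62. Whether the axon list changed more than these lists was not tested.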

One possible explanation for such differences is the timing of the experiments. Because the increase in dendritic spines after ketamine exposure is transient^27^, such changes may not be detected by RNA-sequencing 1 week after anesthetic exposure. The number of ketamine anesthetic exposures may also be involved, given that previous studies evaluated the effects of a single exposure^27^. While additional studies at different time points using diverse anesthesia protocols are necessary, our results suggest that future studies may need to focus on long-lasting axonal changes rather than transient increases in dendritic spines.

The developmental stage of the animal is an important factor for anesthesia-induced neurotoxicity^2–4,12^. Although the majority of preclinical studies have been performed at PND7, it has been suggested that this age is comparable to a third-trimester human fetus from a neurodevelopment standpoint (www.translatingtime.org)^50,51^. This may cause discrepancies between preclinical and clinical studies since the majority of clinical studies focused on infants or very young children. Our study performed ketamine anesthesia at PND16–20, an age that has been suggested to be comparable to a 6 to 9 months-old human infant^50,51^. However, because it is difficult to directly compare neurodevelopment between humans and rodents, additional studies at diverse ages are necessary to understand the potential effects of early anesthesia.

There are several important limitations in the present study. The first limitation is the lack of evidence confirming a direct causative relationship between the increased hippocampal excitability and changes in reward behavior. Although this can be achieved using direct drug treatment through surgically implanted cannulas^52^ or optogenetic/chemogenetic inhibition^53,54^, we were unable to perform such studies due to a lack of expertise and equipment. Secondly, we cannot exclude the role of other brain regions. Although we focused on the hippocampus since early ketamine exposures only affected place preference (not behavioral sensitization), hippocampal activity is also involved with dopamine release from VTA dopaminergic neurons^55^. Thus, additional studies in diverse brain regions involved with an addictive behavior may provide additional evidence regarding the changes from early ketamine exposures. Thirdly, the interval between early ketamine anesthesia and the CPP tests may not have been sufficient to evaluate long-term changes in drug reward. CPP tests were performed at PND28 and PND56. However, these ages may be comparable to a 16-month infant and a 2-year-old child from a neurodevelopmental standpoint^50,51^. Thus, although considered adolescent and adult mice, these ages may not be sufficient to evaluate the long-term effects of early ketamine anesthesia. Fourthly, the use of a fixed ketamine dose (35 mg kg^−1^) for repetitive anesthesia despite the development of acute tolerance may also act as a limitation. As the purpose of the study was to evaluate the long-term consequences of early ketamine anesthesia, it may have been reasonable to increase the dose of ketamine when LOR did not occur. However, this could complicate data analysis, since each mouse would have received different doses of ketamine. Lastly, although we discovered changes in place preference after repeated ketamine anesthesia, the CPP test is not a direct animal model for addiction behavior. The CPP test is an animal model of drug reward, and the drug is passively administered^39^. In contrast, during the self-administration test, the subject must learn a task that produces acute effects from self-drug administration. Thus, the self-administration paradigm is considered a more direct measurement of drug reinforcement and addiction^39^. Future studies using the self-administration paradigm are necessary to address the effects of early repeated ketamine anesthesia on addictive behavior.

In conclusion, by evaluating late postnatal mice exposed to repeated ketamine anesthesia, we provide evidence that early anesthetic exposures using ketamine increased hippocampal activity, resulting in long-term change in reward-related learning and memory only in male mice. Our results raise the possibility that repeated use of ketamine for anesthetic purposes may affect abusive drug use later in life. Future studies must recognize that early anesthetic exposures may affect diverse behaviors, and that sex should always be considered an important biological variable.

## Methods

### Animals

All procedures were approved by the Committees on Animal Research at Chungnam National University Hospital (Daejeon, South Korea, CNUH-018-P0006, 202009A-CNU-155). C57BL/6 mice (RRID: MGI:5659186, Damul Science, Daejeon, Korea) were housed at a relative temperature of 22 °C and humidity of 40%, in a 12-hour light/dark cycle, and allowed free access to food and water. Mice were weaned at postnatal day (PND) 21 and housed in groups of three to five per cage.

### Anesthesia

Ketamine hydrochloride (Huons, South Korea, 50 mg ml^−1^) was diluted to 2.5 mg ml^−1^ with normal saline before injections. Mice were randomly divided into two groups at PND16 (Control and Anesthesia group). Mice in the Anesthesia group received daily intraperitoneal injections of ketamine (35 mg kg^−1^) for 5 consecutive days^26^. Although the majority of preclinical studies exposed young animals to 3 episodes of anesthesia, ketamine is often used outside the operating room for more frequently repeated short-term procedures or radiographic examinations^31,32^. Thus, we increased the number of daily injections to 5 days. Mice were placed in an empty cage containing fresh bedding (36 °C) for 30 minutes after injections. Mice in the Control group received identical treatment with normal saline.

Anesthesia duration, defined as the time from intraperitoneal injection to the regaining of the righting reflex, was measured using a subset of mice. Once the mice lost the ability to right themselves, mice were placed in a supine position on a flat surface. Righting reflex was defined as the ability to right themselves on all four paws three times within 30 seconds^56^.

### Behavior tests

Behavioral tests (behavioral sensitization, conditioned place preference test, Barnes maze, fear chamber test) were performed in a sound-attenuated room and video-recorded by a blind experimenter. Video recordings were later automatically analyzed using tracking software (Ethovision XT; Noldus Information Technology, Netherlands). Mice with growth disturbance due to malocclusion or severe injury due to fighting in group-housed mice were excluded.

### Behavioral sensitization

Behavioral sensitization (enhanced locomotor activity after repeated exposures to drugs of abuse) was measured using the open field box (width/height/length, 40 cm). Mice were placed in the center of the open field box after i.p. injection of low-dose ketamine (20 mg kg^−1^) or an equal volume of saline. The general activity was measured for 60 minutes. The experiment was repeated 5 times, in a 4-day interval^57^. Behavioral sensitization was evaluated by measuring the increase in locomotor activity.

### Conditioned place preference (CPP) test

The CPP apparatus consisted of three chambers connected with small openings (7 × 7 cm). The two main compartments (width/height/length, 15/20/20 cm) differed in color (black vs white) and were connected by a small gray chamber (width/height/length, 10/20/10 cm). The CPP test was performed using a standard CPP protocol including a pre-conditioning phase, a conditioning phase, and a post-conditioning phase. During the preconditioning phase (day 1–2), mice were placed in the gray chamber and were allowed to explore the full region of the CPP apparatus freely for 15 minutes. The sessions were video-recorded and the time spent in the white chamber was measured on day 2 (pre-conditioning duration). The conditioning phase was conducted for 8 consecutive days, with one conditioning trial per day. For ketamine CPP, mice received low-dose ketamine (20 mg kg^−1^) and were confined in the white chamber for 30 minutes (days 3, 5, 7, 9). Between low-dose ketamine injections, mice were injected with an equal volume of saline and confined in the black chamber for 30 minutes (days 4, 6, 8, 10). The post-conditioning phase was performed the following day (day 11). Mice were allowed to freely explore the full region of the CPP apparatus freely for 15 minutes, and the time spent in the white (ketamine-paired) chamber was measured (post-conditioning duration). CPP score was calculated using the time spent in the white (ketamine-paired) chamber during pre/post-conditioning phases (CPP score = ‘post-conditioning duration’—‘pre-conditioning duration’). The same protocol was used for the nicotine-CPP test. Nicotine (nicotine hydrogen tartrate salt, Sigma-Aldrich, St Louis, USA) was subcutaneously injected (0.5 mg kg^−1^).

### Barnes maze test

Spatial learning and memory were evaluated by performing the Barnes maze test^58^. The maze consisted of a circular platform (92 cm diameter) with 20 holes (5 cm diameter) containing a hidden escape box (Scitech Korea Inc., Korea). The platform was elevated 95 cm above the floor and was surrounded by three spatial cues. The test was performed in a bright room and a buzzer (80 dB) was used to motivate mice to the enter escape box.

Mice were first placed in the escape box for 3 minutes (habituation). Following habituation, mice were placed in the middle of the maze using a black-colored ‘start chamber’. 10 seconds after the buzzer was turned on, the start chamber was removed and mice were trained to enter the escape box. The buzzer was turned off once the mice entered the escape box, and the mice remained in the box for 2 minutes (pre-training trial). 1 hour after pre-training, mice received the first training session. Training sessions (three sessions daily) were performed for 4 days. During the trial sessions, the buzzer was turned off once the mice entered the escape box and the mice remained in the escape box for 1 minute. Mice were gently guided if they did not enter the escape box within 3 minutes. To avoid the possibility of intra-maze cues, the maze was rotated each day. After the training sessions, the escape box was removed and mice were placed in the maze for 45 seconds (probe trial).

Learning and memory were compared by measuring the latency, path length, and a number of errors for mice to enter the escape box. Total latency was defined as the duration until mice entered the escape box; total path length was the total moved distance before entering the escape box; total errors were the number of noses pokes over holes irrelevant to the escape box before mice entered the escape hole. As mice may not enter the escape box despite finding the correct escape hole, we also measured the latency, path length, and a number of errors until the mice first encountered the escape hole (primary latency, primary path length, primary errors). Latency, errors, and path length were manually measured by an experimenter blinded to the condition of the mice, while distance was measured using tracking software (Ethovision XT).

### Fear chamber test

Contextual-fear memory was measured using the fear chamber test (Coulbourn Instruments, MA, USA)^12^. Fear conditioning was performed by applying three trials of a stimulus (1 mA electric shock, 1 minute interval), 5 minutes after placing the mice in the fear chamber. Contextual-fear memory was analyzed the following day after placing mice in the same chamber for 5 minutes. The freezing duration was automatically measured using the FreezeFrame software (Coulbourn Instruments).

### High-performance liquid chromatography (HPLC)

The level of dopamine and 3,4-dihydroxyphenylacticacid (DOPAC) in several brain regions were measured by high-performance liquid chromatography (HPLC, 1260 Infinity system, Agilent Technologies, CA, USA) with electrochemical detection. After brief anesthesia with sevoflurane, the nucleus accumbens (NAcc), ventral tegmental area (VTA), and striatum were dissected in ice-cold PBS and stored at −80 °C prior to analysis. Brain tissues were homogenized in 0.1 M perchloric acid and centrifuged at 14,000 rpm for 15 minutes. The supernatants were injected using an autosampler and eluted through a SunFire C18 column (4.6 × 100 mm × 5 μm; Waters Corporation, MA, USA). Peaks were detected using an ESA Coulochem III electrochemical detector and analyzed using ChemStation software (Agilent Technologies, CA, USA). The concentrations of dopamine and DOPAC were normalized to total protein per sample determined by a protein assay kit (Thermo Scientific, MA, USA).

### RNA-sequencing

RNA was extracted from the hippocampus of mice 1 week after repeated saline injections or ketamine anesthesia (4 mice for each group). Total RNA was obtained using the RNeasy Lipid Tissue Mini Kit (QIAGEN, Germany, Cat. 74804) and stored at −80 °C. Library preparation, cluster generation, and sequencing were performed by Macrogen Inc. (Seoul, Korea): Library kit, TruSeq Stranded Total RNA LT Sample Prep Kit (Gold); Library protocol, TruSeq Stranded Total RNA Sample Prep Guide, Part #15031048 Rev. E; Reagent, NovaSeq 6000 S4 Reagent Kit; Sequencing protocol, NovaSeq 6000 System User Guide Document #1000000019358 v02, Sequencer type, NovaSeq 6000; Sequencing Control Software, 1000000019358 v02.

### RNA-Seq analysis

Transcript abundance was estimated with Salmon (v1.1.0)^59^ in Quasi-mapping-based mode onto the Mus musculus genome (GRCm38) with GC bias correction (--gcBias). Quantified gene-level abundance data was imported to R (v.3.5.3) with the tximport^60^ package and differential gene expression analysis was carried out using R/Bioconductor DEseq2 (v1.30.1)^61^. Normalized read counts were computed by dividing the raw read counts by size factors and fitted to a negative binomial distribution. The P values were adjusted for multiple testing with the Benjamini–Hochberg correction. Genes with an adjusted P value of less than 0.05 were considered as differentially expressed. The Gene Ontology (GO) enrichment analyses were performed using Enrichr software^62,63^. Mouse gene names were converted to human homologs using the Mouse Genome Informatics (MGI) database (http://www.informatics.jax.org/homology.shtml). Gene Set Enrichment Analysis (GSEA) (http://software.broadinstitute.org/gsea)^64^ was used to determine whether a priori-defined gene set would show statistically significant differences in expression between control- and ketamine anesthesia treated mice. Enrichment analysis was performed using GSEAPreranked (gsea-3.0.jar) module on gene set collections downloaded from Molecular Signature Database (MSigDB) v7.0 (http://software.broadinstitute.org/gsea/msigdb). GSEAPreranked was applied using the list of all genes expressed, ranked by the fold change, and multiplied by the inverse of the *p* value with recommended default settings (1000 permutations and a classic scoring scheme). The False Discovery Rate (FDR) was estimated to control the false-positive finding of a given Normalized Enrichment Score (NES) by comparing the tails of the observed and null distributions derived from 1000 gene set permutations. The gene sets with an FDR of less than 0.05 were considered significantly enriched. The RNA-seq data were submitted to the GEO (Gene Expression Omnibus) repository under accession number GSE175894.

### Electrophysiology (slice preparation)

Mice were briefly anesthetized with 3% sevoflurane before decapitation. Acute sagittal hippocampal slices (300 μm) were obtained using a VT1200S vibratome (Leica, Switzerland) in ice-cold dissection buffer (212 mM sucrose [Sigma-Aldrich, Cat# S5016], 25 mM NaHCO_3_ [Sigma-Aldrich, Cat# S6297], 5 mM KCl [Sigma-Aldrich, Cat# P3911], 1.25 mM NaH_2_PO_4_ [Sigma-Aldrich, Cat# S0751], 10 mM D-glucose [Sigma-Aldrich, Cat# G7578], 2 mM sodium pyruvate [Sigma-Aldrich, Cat# P2256], 1.2 mM sodium ascorbate [Sigma-Aldrich, Cat# A4034], 3.5 mM MgCl_2_ [Sigma-Aldrich, Cat# M0250], 0.5 mM CaCl_2_ [Sigma-Aldrich, Cat# C3881], continuously aerated with 95% O2/5% CO2). The slices were transferred to a chamber filled with warmed (32 °C) artificial cerebrospinal fluid (aCSF: 125 mM NaCl [Sigma-Aldrich, Cat# S7653], 25 mM NaHCO_3_, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 10 mM D-glucose, 1.3 mM MgCl_2_, 2.5 mM CaCl_2_, aerated with 95% O2/5% CO_2_) for recovery (30 minutes), and then placed in room temperature prior to the experiments.

### Electrophysiology (whole-cell recordings)

Whole-cell recordings were obtained in CA1 hippocampal pyramidal neurons^12^. In order to avoid confusion, electrophysiology (whole-cell recordings) studies were performed by a non-blinded experimenter. However, recordings were blindly analyzed. Brain slices were transferred to a recording chamber and continuously perfused with aerated aCSF maintained at 25–26 °C. Recordings were made using a MultiClamp 700B amplifier (Molecular Devices, USA) and Digidata 1440 A (Molecular Devices) under visual control (BX50WI, Olympus, Japan). Data were acquired with Clampex 11.0.3 (Molecular Devices) and analyzed using Clampfit 11.0.3 (Molecular Devices) blind to the condition of the mice. Ra (access resistance), Rm (membrane resistance), and Cm (membrane capacitance) were measured using the membrane test protocol included in the Clampex 11.0.3 software. Whole-cell recordings were included only in the following conditions: initial Ra <20 MΩ; Rm >100 MΩ; Cm >100 pF; and <20% change in Ra at the end of the recording.

Intrinsic excitability of hippocampal CA1 cells was recorded using a K-gluconate-based internal solution: 137 mM K-gluconate (Sigma-Aldrich, Cat# P1847), 5 mM KCl (Sigma-Aldrich, Cat# P3911), 10 mM HEPES (Sigma-Aldrich, Cat# H3375), 0.2 mM EGTA (Sigma-Aldrich, Cat# E3889), 10 mM Na-phosphocreatine, 4 mM Mg-adenosine triphosphate (ATP, Sigma-Aldrich, Cat# A9187), and 0.5 mM Na-guanosine triphosphate (GTP, Sigma-Aldrich, Cat# G8877), corrected to pH 7.2, 280 mOsm. To inhibit postsynaptic responses, 100 μM Picrotoxin (Sigma-Aldrich, Cat# P1675), 10 μM NBQX (TOCRIS, Cat# 0373), and 50 μM D-AP5 (Alomone Labs, Cat# D-145) were added to the aCSF. Resting membrane potential (RMP) was measured under ‘*I* = 0 mode’ for 1 minute after whole-cell configuration. After stabilization, RMP was adjusted to −70 mV and current inputs were increased from 0 to 110 pA (600 ms, 10 pA increase per sweep, 10-s interval). Spontaneous action potentials (sAP) were measured by perfusing standard aCSF, using the same internal solution. Spontaneous firings were detected under ‘*I* = 0 mode’ for 10 minutes.

The internal solution for recordings of spontaneous excitatory postsynaptic currents (sEPSC) consisted of 117 mM CsMeSO4 (Sigma-Aldrich, Cat# C1426), 10 mM tetraethylammonium chloride (TEA-Cl, Sigma-Aldrich, Cat# T2265), 8 mM NaCl (Sigma-Aldrich, Cat# S9888), 10 mM HEPES (Sigma-Aldrich, Cat# H3375), 5 mM QX314-Cl (TOCRIS, Cat# 2313), 4 mM Mg-adenosine triphosphate (ATP, Sigma-Aldrich, Cat# A9187), 0.3 mM Na-guanosine triphosphate (GTP, Sigma-Aldrich, Cat# G8877), 10 mM EGTA (Sigma-Aldrich, Cat# E3889). For spontaneous inhibitory postsynaptic current (sIPSC) recordings, CsMeSO_4_ was replaced with 115 mM CsCl (Sigma-Aldrich, Cat# C4036). Neurons were voltage-clamped at −70 mV during the recordings. Picrotoxin (100 µM, Sigma-Aldrich, Cat# P1675) was added for sEPSC recordings, while NBQX (10 µM, TOCRIS, Cat# 0373) and D-AP5 (50 µM, Alomone labs, Cat# D-145) were added during sIPSC recordings. Recording of miniature excitatory postsynaptic currents (mEPSCs) and miniature inhibitory postsynaptic currents (mIPSCs) was separately measured after additionally adding tetrodotoxin (0.5 µM, Abcam, Cat# ab120055).

### Statistics and reproducibility

Sample sizes were based on the previous studies^12,26,41^. For electrophysiological data, the average of each animal (at least 2 cells per animal) was used. Data were analyzed using the R statistical software package (4.0.3; R Core Team, Austria). All continuous variables were tested for normality and homogeneity of variance. ANOVA (One-way analysis of variance) was performed when both conditions were met. Welch’s ANOVA was performed when homogeneity of variance was not met, and the Kruskal–Wallis test was performed if normality was not met. For the CPP test, paired t-test (when normality was met) or Wilcoxon test (when normality was unmet) was used. Repeatedly measured data were such as daily experiments analyzed via Repeated measures analysis of variance (RM-ANOVA) or Friedman rank-sum test. P values < 0.05 were considered significant. Detailed statistic results are described as supplementary data (Supplementary Notes 1–15).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Source data underlying figures are presented in Supplementary Data 2. The RNA-seq data are available from the GEO (Gene Expression Omnibus) repository under accession number GSE175894.

# Supplementary material for: Repeated ketamine anesthesia during neurodevelopment upregulates hippocampal activity and enhances drug reward in male mice
**Source:** Commun Biol. 2022 Jul 15;5:709. doi: 10.1038/s42003-022-03667-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Functional enrichment analysis of DEGs: Gene ontological term (GO) Biological Process

**File name:** Supplementary Data 2

**Description:** The source data behind the graphs in the paper

# Supplementary material for: Repeated ketamine anesthesia during neurodevelopment upregulates hippocampal activity and enhances drug reward in male mice
**Source:** Commun Biol. 2022 Jul 15;5:709. doi: 10.1038/s42003-022-03667-4
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Clampex 11.0.3

Data analysis  
Ethovision XT 11.5  
ChemStation software (Agilent Technologies, CA, USA)  
Clampfit 11.0.3  
R (v.3.5.3; v.4.0.3)  
Salmon (v1.1.0)  
R/Bioconductor DESeq2 (v1.30.1)  
Enrichr software

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analyzed in the paper are present in the paper and/or the Supplementary Information. Additional data are available from corresponding authors on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes for behavior/electrophysiology studies were based on previous studies. Detailed information for each study was described in the manuscript and supplementary data.                                                                                                                                                                                                                                                                   |
| Data exclusions | For behavioral tests, mice with growth disturbance due to malocclusion or severe injury due to fighting in group-housed mice were excluded for behavioral tests.<br>Whole-cell recordings were included only in the following conditions: initial access resistance ( $R_a$ ) < 20 M $\Omega$ ; membrane resistance ( $R_m$ ) > 100 M $\Omega$ ; membrane capacitance ( $C_m$ ) > 100 pF; and < 20 % change in $R_a$ at the end of the recording. |
| Replication     | Behavioral experiments were performed with multiple cohorts of mice.                                                                                                                                                                                                                                                                                                                                                                              |
| Randomization   | Mice were randomly divided into two groups at PND 16 (Control and Anesthesia group)                                                                                                                                                                                                                                                                                                                                                               |
| Blinding        | Behavioral tests were performed and video recorded by a blind experimenter. Video recordings were later automatically analyzed using a tracking software.<br>In order to avoid confusion, electrophysiology (whole-cell recordings) studies were performed by a non-blinded experimenter. However, recordings were blindly analyzed.                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

|                         |                                                                                                                                                                    |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | Wild animals were not included.                                                                                                                                    |
| Field-collected samples | No sample was collected from field                                                                                                                                 |
| Ethics oversight        | All procedures were approved by the Committees on Animal Research at Chungnam National University Hospital (Daejeon, South Korea, CNUH-018-P0006, 202009A-CNU-155) |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

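Hippocampal RNA-sequencing data of 8 male mice were analysed, 4 in the Anesthesia group and 4 in the Control group, taken 1 week after the last of 5 daily injections. The deposited table holds 1 column per mouse, and each column was matched to its mouse by its group letter and number, with no column left over. The authors ran Salmon v1.1.0 in quasi-mapping mode on GRCm38 with GC bias correction, summarised transcripts per gene with tximport and normalized the counts with DESeq2 v1.30.1, so that the deposited values are a normalized signal and not read counts. The median ratio of each column to the gene-wise geometric mean was 1.003 in all 8 columns. The paper's text does not name the annotation release or the filter on low genes, and the lowest sum of a gene over the 8 mice was 30.1.

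The comparison set out before the data were examined was a count model, with limma as the stated fallback for normalized values. Since the values were not read counts, limma (version 3.58.1 in R version 4.3.3) was fitted to log2(value + 1) with a mean-variance trend over the 18865 genes with a mean of at least 10, and 1937 genes under that mean were left out. No covariate was used. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Gene lists were tested with camera in limma with its preset correlation, and with fry and an estimated correlation beside it, over 17 lists written together with that comparison: axon initial segment and node of Ranvier, postsynaptic density and dendritic spine, presynaptic terminal, CA1 pyramidal neuron, dentate granule neuron, GABAergic interneuron, astrocyte, oligodendrocyte, microglia, endothelium, choroid plexus, thalamus, immediate early, nuclear-retained RNA, blood, cytosolic ribosomal protein and mitochondrial OXPHOS. Of the 24 listed OXPHOS genes, 21 were found. A further list, of transcripts without a poly(A) tail, was not tested, and 8 of its 15 genes were found. The genes named in the text are the 28 of Supplementary Data 1 and, where fewer than 3 genes passed the threshold in a direction, the 3 with the smallest unadjusted p in that direction. Members of a list are named only where that list is reported, and some genes that meet this rule are not reported here.

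The depth of each library was estimated from the step between low values, which stands for 1 read and was 0.85 to 1.214 normalized counts. This places the reads on the listed genes at approximately 15400000 to 22200000 per library. The SD of the log2 ratio between any pair of libraries was between 0.45 and 0.672, so none was listed again under another name.

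The alternatives set in advance and run were limma voom, upper quartile scaling, scaling to library size alone and no filter on low values. Others were at least 10 in every library, a pseudocount of 0.1, the replicate number as a block and an adjusted p under 0.10. Also set in advance and run were the fits with each mouse left out in turn. A loess correction of each library for GC content and transcript length (from GENCODE M21 transcripts) was run with and without that block. A normal reference distribution, a mean of at least 100, both together, the choroid plexus list as a covariate and a robust estimate of spread were added after the data were seen. The scripts were tested on simulated values of 18865 genes in 10 runs, each with 200 genes changed by a log2 fold change of 0.35 or 1 in either direction. With the t distribution 68.5% of the larger and 12% of the smaller changes were called, 4.7% of the calls were false and the fitted changes had a slope of 1.01 on the true ones. A list of 24 genes with a simulated change had a camera p under 0.05 in 10 of 10 runs, and an unchanged list in 0. Each gene was simulated independently of the others, so these runs give no rate of false camera calls for genes that vary together. All 35 splits of the 8 libraries into 4 and 4 were refitted in the same way. Supplementary Data 1 names 28 of the 38 DEGs, so no overlap or enrichment test was run on it. The gene sets of Enrichr and GSEA were not used here.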

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

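The values of the 32 named genes and the 17 gene lists were examined for a mouse far from the other 3 of its group. Of 98 groups of 4 mice, 5 held such a mouse, and about 4.9 would by chance. The comparison with sequencing depth was chosen only after the results were seen. The mice within a group share their treatment, age and sex, so no biological explanation was tested.

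In the Control group, replicate 1 had the lowest value of Map1a, 8611 normalized counts against 10061 to 10322 in the other Control mice (gap over range 0.848), and of Zfp236, 1153 against 1277 to 1292 (0.896). In the Anesthesia group, replicate 1 had 4207 normalized counts of Srgap3 against 5089 to 5170 in the others (0.915), which places it nearest to the Control mice. Control replicate 3 had 266.8 normalized counts of Baiap3 against 170.3 to 184.4 (0.854). The microglia list stood at 0.17 in Control replicate 4 and between -0.082 and -0.041 in the other Control mice (0.835). Depth was not shared by these mice. Control replicate 3 had the fewest reads on the listed genes, approximately 15400000, while Control replicate 1, Control replicate 4 and Anesthesia replicate 1 had approximately 19900000, 19400000 and 20800000. With a count this close to chance, none of the mice was treated as an error, and all were kept.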

How the results depend on the processing

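The tests with a normal reference distribution, a mean of at least 100, the choroid plexus covariate and a robust spread were chosen after the data were seen, and the others before.

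The number of DEGs was 0 under every alternative set in advance and run except 1 of the 8 fits that each left out a mouse. Across those 8 fits it ranged from 0 to 2, with 0 to 1 higher, 0 to 1 lower and 0 to 2 with an absolute log2 fold change of at least 1. The 2 calls came without Control replicate 1 and were mt-Nd4l and Gm10222. With the normal reference distribution 176 genes passed (143 higher, 33 lower, 20 with an absolute log2 fold change of at least 1, and all 28 DEGs of Supplementary Data 1), and with a mean of at least 100 as well 150 passed (120 higher, 30 lower, 1 with an absolute log2 fold change of at least 1, again all 28). Both counts follow from the construction of that setting, which gives smaller p-values to the same statistics. The number of genes with an unadjusted p under 0.05 was 1513, and it was 897 with the GC content and transcript length correction with replicate block and 810 with the choroid plexus covariate. The fits that each left out a mouse gave 1061 to 2022. The share of these genes that was higher in the Anesthesia group was 59.3%, 65.5% with upper quartile scaling, 51.2% with library size alone and 48.1% with the GC content and transcript length correction.

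Replicate numbers do not pair the mice. The correlations between the deviations of mice with the same number were -0.242, -0.109, -0.182 and 0.019. With the replicate number as a block, 0 genes had an adjusted p under 0.05 and 1084 an unadjusted p under 0.05. The blood list was past the threshold under the block (median log2 fold change -0.23, adjusted p = 0.00892) and under the block with the GC content and transcript length correction (-0.23, adjusted p = 0.0215).

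The axon initial segment and node of Ranvier list kept its direction throughout. Its median of 0.12 was not past the threshold with the estimated correlation (0.12), with the GC content and transcript length correction (0.070) or with that correction and the replicate block (0.070), and without study DEGs it was 0.10. Those 21 genes also lost their call with the choroid plexus covariate (0.10, adjusted p = 0.11). The postsynaptic density and dendritic spine list lost its call with the correction (0.005), with the correction and block (0.005), with the choroid plexus covariate (0.050), under fry (0.11) and with the estimated correlation (0.11). The presynaptic terminal list lost its call with the choroid plexus covariate (0.098), under fry (0.13) and with the estimated correlation (0.13). The choroid plexus list lost its call with at least 10 in every library (-1.40), with the covariate (-0.091), under fry (-2.06) and with the estimated correlation (-2.06). The cytosolic ribosomal protein list lost its call with the correction (-0.056), with the correction and block (-0.056), with the covariate (-0.045), under fry (-0.061) and with the estimated correlation (-0.061). The mitochondrial OXPHOS list passed with library size alone (-0.073), and the nuclear-retained RNA list with a mean of at least 100 (0.13), under either reference distribution. The cause was not tested for any of these changes.

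The medians of some lists changed sign. The endothelium list went from 0.006 to -0.002 with library size alone, -0.012 with the correction, -0.012 with the correction and block and -0.041 with the covariate. The immediate early list went from 0.055 to -0.021 with the correction, -0.021 with the correction and block and -0.012 with a mean of at least 100, under either reference distribution. With the covariate the GABAergic interneuron list was 0.001 and the oligodendrocyte list 0.11, and with a mean of at least 100 the thalamus list was 0.012, under either reference distribution. The cause was not tested.

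Across the 8 fits that each left out a mouse, medians ranged from 0.062 to 0.13 for the postsynaptic, 0.055 to 0.19 for the presynaptic, -3.09 to -1.42 for the choroid plexus, -0.082 to -0.024 for the ribosomal protein, -0.11 to -0.019 for the OXPHOS, -0.34 to -0.12 for the blood, -0.22 to 0.062 for the oligodendrocyte, -0.15 to 0.16 for the dentate granule, -0.073 to 0.019 for the interneuron, -0.22 to -0.014 for the CA1 pyramidal neuron, -0.076 to -0.037 for the astrocyte, -0.13 to -0.030 for the thalamus, 0.073 to 0.15 for the nuclear-retained RNA, -0.032 to 0.089 for the microglia, -0.069 to 0.070 for the endothelium and -0.075 to 0.23 for the immediate early list. Some calls were lost when a mouse was left out. The postsynaptic list lost its call without Anesthesia replicate 2, and the presynaptic and choroid plexus lists without Anesthesia replicate 3. Without Anesthesia replicate 3, the axon list without study DEGs lost its call too (median 0.068, camera adjusted p = 0.0527). The ribosomal protein list lost its call without Anesthesia replicate 2 or 3 or Control replicate 1 or 4. The oligodendrocyte list passed without Anesthesia replicate 4 or Control replicate 1, the blood list without Anesthesia replicate 3 or Control replicate 2, and the OXPHOS list without Anesthesia replicate 1 or Control replicate 3. None of the 32 named genes changed direction under the alternatives that were run. Upper quartile scaling and library size alone were meant for a count model and were run in limma. The other count model alternatives (the DESeq2 Wald test, DESeq2 size factors, and edgeR on recovered counts) were not run, because read counts were not recovered, and the setting with all genes of at least 1 count became the setting with no filter on low values.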

Differences from the paper's values

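The paper reports 38 DEGs, 34 of them upregulated and 4 downregulated, and limma on the deposited values gave 0, with 0 higher and 0 lower in the Anesthesia group (1513 genes had an unadjusted p under 0.05). None of the alternatives set before the data were examined and then run closed the gap. Those gave 0 except the fit without Control replicate 1, which gave 2 genes, 1 higher and 1 lower. Neither gene is named in Supplementary Data 1. The count model alternatives, among them the DESeq2 Wald test, were also set in advance but not run. Whether they would give the paper's count stays open. On simulated values, the t distribution called 12% of log2 changes of 0.35. With a normal reference distribution, chosen after the count of 0 and the paper's counts had been seen to differ, 176 genes passed, 143 higher and 33 lower, among them all 28 DEGs of Supplementary Data 1. With a mean of at least 100 as well, also chosen after seeing the values, 150 passed, 120 higher and 30 lower, again with all 28. These counts exceed the paper's.

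The paper proposes that the upregulation lay mostly in pyramidal neurons of the hippocampus. The CA1 pyramidal neuron list had a median log2 fold change of -0.11, which was within the spread between mice (two-sided exact permutation test, p = 0.629). It was -0.014 without Anesthesia replicate 3 and -0.22 without Anesthesia replicate 2. A list of genes chosen for a cell type cannot show in which cells other genes rose, so the proposal stays open. The paper limits the expression changes to genes for axon-localized proteins, and the postsynaptic density and dendritic spine list and the presynaptic terminal list had medians of 0.11 and 0.13, with the limits given beside that statement.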

Other observations

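The tests of GC content, nuclear RNA, short transcripts and glia on the direction of the DEGs, and the count of splits for the number of DEGs, were set in advance. The astrocyte list as the value for the glial test, and all other tests here, were chosen after the results were seen.

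All 35 splits of the 8 libraries into 4 and 4 were fitted as the treatment split was. The treatment split gave 0 DEGs, so all 35 splits give at least as many whatever the data, and this count of 35 tests nothing. A count of genes with an unadjusted p under 0.05 as large as 1513 was found in 3 of the 35 splits, the treatment split included, and a count with a normal reference distribution as large as 176 in 3. The other splits gave from 2 to 432 genes with that distribution. A share of genes on one side as large as 59.3% was found in 6 splits, and a count of genes whose groups do not overlap as large as 950 in 2. For the gene lists, a camera p as small as in the treatment split was found in 1 split for the axon initial segment and node of Ranvier list, the treatment split itself. It was found in 7 splits for the postsynaptic density, 6 for the presynaptic terminal, 18 for the CA1 pyramidal, 33 for the dentate granule, 30 for the interneuron, 7 for the astrocyte, 30 for the oligodendrocyte, 31 for the microglia, 31 for the endothelium, 12 for the choroid plexus, 16 for the thalamus, 26 for the immediate early, 3 for the nuclear-retained RNA, 11 for the blood, 8 for the ribosomal protein and 16 for the OXPHOS list. In 11 of the 35 splits the axon list had a camera p under 0.05, and the smallest in another split was 0.00222. The postsynaptic list had a camera p under 0.05 in 16 splits and the presynaptic list in 21. Camera with its preset correlation therefore often called these lists in splits that do not follow treatment.

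One split other than the treatment split gave 104 DEGs, the most of any. It set Anesthesia replicate 1 and Control replicates 2, 3 and 4 against the rest, and 100 of the 104 genes were higher in those 4 libraries. Of the 10 genes of the choroid plexus list, 9 were among the 104, and none of the 28 DEGs of Supplementary Data 1 was. Ttr, the most abundant of the list, had 53003, 24368, 61582 and 61503 normalized counts in those 4 libraries and between 144.8 and 2679 in the others. All 10 genes had a mean of at least 10, and 5 of them at least 10 in every library, so hippocampal libraries low in this signal also held part of the list. A candidate explanation is a different amount of choroid plexus in the dissected tissue. The list was lower in the Anesthesia group (median log2 fold change -2.06, camera adjusted p = 0.00211, and 0.571 under fry; -1.42 with camera adjusted p = 0.0527 without Anesthesia replicate 3), but the groups overlapped (two-sided exact permutation test, p = 0.229), so an effect of treatment on this tissue was not shown, and it stays open as untested. With the list as a covariate the number of DEGs stayed 0.

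The DEGs of Supplementary Data 1 are mostly higher in the Anesthesia group, and technical explanations were weighed. A lower share of short abundant transcripts would lower the ribosomal protein and OXPHOS lists in every Anesthesia library, and both lay below every Control library in 2 of the 4. A larger share of nuclear RNA stays open. The nuclear-retained list had a median of 0.11 with 9 of 12 genes higher, and its members ranged from -0.40 (Airn) to 0.47 for Miat, whose groups did not overlap. A larger share of neurons against glia stays open too. The astrocyte (-0.071, 3 of 12 genes higher) and oligodendrocyte (-0.056, 2 of 12) lists were lower, while the microglia (0.019, 7 of 12) and endothelium (0.006, 7 of 12) lists had members on both sides of 0. Single astrocyte genes went both ways. Slc1a2 had a log2 fold change of 0.17 with overlapping groups, while Slc1a3 (-0.096) and Gja1 (-0.107) were lower with groups that did not overlap. The lists for types of neuron were not higher, and all lay within the spread between mice. Their medians were -0.11 for CA1 pyramidal (3 of 12 genes higher), -0.046 for dentate granule (4 of 12) and -0.019 for interneuron genes (5 of 14). The lists for neuronal compartments were higher, with medians of 0.13 for presynaptic (16 of 18) and 0.11 for postsynaptic genes (21 of 25), though the groups overlapped. The neuronal lists therefore went both ways and do not decide the share of neurons. The rise of the DEGs gives no measure of how far these lists should move, since the genes were chosen for their change on these mice. GC content or transcript length bias also stays open for these genes. Their transcripts are long, with a median of 8220 bases against 3098 for the other genes, and the moderated statistic rose across genes with GC content (Spearman's rho 0.152) and with length (0.105), genes not being independent replicates. A trend with GC content as strong was found in 4 of the 35 splits. After correction, the median absolute log2 fold change of the 28 genes was 0.24 in place of 0.34, with 24 still higher. Of the 28, 26 had an unadjusted p under 0.05, and 21 with the correction and the replicate block. The correction cannot decide between the explanations, since no gene was past the threshold before it and the genes were chosen on these mice.

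Over all genes with an unadjusted p under 0.05, the share higher in the Anesthesia group went from 59.3% to 48.1% with the correction. This share moves with any small shift of all genes, and it was 51.2% with library size alone and 65.5% with upper quartile scaling, neither of which corrects for GC content or transcript length. The change therefore does not single out a trend with either, and its cause stays open. The same correction took the postsynaptic density and dendritic spine list to a median of 0.005 and left the presynaptic terminal list at 0.096 (adjusted p = 0.0164), which argues against the trend as the whole cause for the presynaptic list. For the axon initial segment and node of Ranvier list, the median of 0.070 after correction is neither near 0 nor past the threshold, and the trend and a change with treatment cannot be told apart.

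The genes mt-Nd4l (chromosome M, 9877 to 10173) and Gm10222 (chromosome 1, 24612407 to 24612700), singled out after their values were seen, are each listed at 0 where the other is not. In Control replicates 2, 3 and 4, mt-Nd4l had 48, 60.5 and 56.6 normalized counts and Gm10222 was listed at 0. In the other 5 libraries Gm10222 had 61.9 to 73.9 and mt-Nd4l was listed at 0. The pseudogene's transcript of 294 bases matches that of mt-Nd4l with 100% identity, so the reads could belong to either gene, and a change of assignment between libraries is a candidate explanation. No biological explanation was tested.

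The small nuclear RNA Rn7sk took 1.85% to 2.07% of the normalized counts of each library and the signal recognition particle RNA Rn7s1 7.03% to 8.03%. The paper's methods name a total RNA kit, and the sample labels another kit.

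Lists that belong to no statement of the paper gave these results. The cytosolic ribosomal protein list had a median log2 fold change of -0.061 (camera adjusted p = 0.0262, and 0.483 under fry), with 5 of 24 genes higher in the Anesthesia group, and without Anesthesia replicate 3 it was -0.024 (camera adjusted p = 0.247). Not past the threshold were the mitochondrial OXPHOS list (-0.066, camera adjusted p = 0.0558, but -0.11 and past it without Anesthesia replicate 1), the blood list (-0.23, camera adjusted p = 0.0667, but -0.34 and past it without Control replicate 2), the thalamus list (-0.099, camera adjusted p = 0.34, and -0.030 without Anesthesia replicate 2), the immediate early list (0.055, camera adjusted p = 0.569, and -0.075 without Control replicate 1) and the nuclear-retained RNA list (0.11, camera adjusted p = 0.118).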
